# Regulation of epithelial transitional states in murine and human pulmonary fibrosis

**DOI:** 10.1172/JCI165612

**Published:** 2023-11-15

**Authors:** Fa Wang, Christopher Ting, Kent A. Riemondy, Michael Douglas, Kendall Foster, Nisha Patel, Norihito Kaku, Alexander Linsalata, Jean Nemzek, Brian M. Varisco, Erez Cohen, Jasmine A. Wilson, David W.H. Riches, Elizabeth F. Redente, Diana M. Toivola, Xiaofeng Zhou, Bethany B. Moore, Pierre A. Coulombe, M. Bishr Omary, Rachel L. Zemans

**Keywords:** Pulmonology, Adult stem cells, Fibrosis

## Abstract

Idiopathic pulmonary fibrosis (IPF) is a progressive scarring disease arising from impaired regeneration of the alveolar epithelium after injury. During regeneration, type 2 alveolar epithelial cells (AEC2s) assume a transitional state that upregulates multiple keratins and ultimately differentiate into AEC1s. In IPF, transitional AECs accumulate with ineffectual AEC1 differentiation. However, whether and how transitional cells cause fibrosis, whether keratins regulate transitional cell accumulation and fibrosis, and why transitional AECs and fibrosis resolve in mouse models but accumulate in IPF are unclear. Here, we show that human keratin 8 (*KRT8*) genetic variants were associated with IPF. *Krt8^–/–^* mice were protected from fibrosis and accumulation of the transitional state. Keratin 8 (K8) regulated the expression of macrophage chemokines and macrophage recruitment. Profibrotic macrophages and myofibroblasts promoted the accumulation of transitional AECs, establishing a K8-dependent positive feedback loop driving fibrogenesis. Finally, rare murine transitional AECs were highly senescent and basaloid and may not differentiate into AEC1s, recapitulating the aberrant basaloid state in human IPF. We conclude that transitional AECs induced and were maintained by fibrosis in a K8-dependent manner; in mice, most transitional cells and fibrosis resolved, whereas in human IPF, transitional AECs evolved into an aberrant basaloid state that persisted with progressive fibrosis.

## Introduction

Idiopathic pulmonary fibrosis (IPF) is a disease of aging in which progressive scarring of the lungs leads to death from respiratory failure (1). Highly effective treatments are lacking, in part because the disease pathogenesis is incompletely understood. IPF is believed to arise from impaired regeneration of the alveolar epithelium after injury. Impaired epithelial regeneration leads to the activation of fibroblasts. Activated fibroblasts deposit matrix and contract, which increases lung stiffness and impairs gas exchange, resulting in respiratory failure (1, 2). However, the specific defect in epithelial regeneration and the mechanisms by which impaired epithelial regeneration causes fibrosis have remained elusive.

Independent, robust lines of investigation have uncovered several pathologic processes activated in epithelial cells that drive fibrosis: senescence, expression of macrophage chemokines, integrin β6–dependent TGF-β activation, impaired proteostasis (endoplasmic reticulum stress), DNA damage, and cell death (2–25). Senescence is a state of cell-cycle arrest characterized by the secretion of chemokines, cytokines, growth factors, and proteases, termed the senescence-associated secretory phenotype (SASP) (26–32). Classically, senescence is permanent and drives diseases of aging, although an emerging paradigm distinguishes a transient senescence with a role in physiologic regeneration (29, 32, 33). Macrophage chemokines recruit profibrotic macrophages, which drive fibrogenesis (2, 19–21, 23, 24, 34–42). Epithelial cell integrin β6–dependent TGF-β activation induces fibroblast activation (2, 17, 18). However, how these diverse profibrotic processes relate to impaired epithelial regeneration long remained unclear.

Alveolar epithelial type 1 cells (AEC1s) cover 98% of the alveolar surface (43) and mediate efficient gas exchange, whereas AEC2s produce surfactant and serve as progenitors. During physiologic regeneration after AEC injury, AEC2s and other progenitors proliferate and differentiate into AEC1s (44–49). Using scRNA-Seq, we identified a transitional cell state that AEC2s assume during regeneration after lung injury (50). This state is characterized by upregulation of markers of cell-cycle arrest, downregulation of AEC2 markers, modest upregulation of AEC1 markers, and high expression of unique signature genes including multiple keratin genes, *Cldn4*, *Sfn*, and TGF-β pathway genes including integrin β6 (50). We and others confirmed that this keratin^hi^ state arises from AEC2s and other progenitors and after lung injury from diverse causes (48, 50–56). Subsequent lineage-tracing studies demonstrated that during regeneration in mice, transitional cells can differentiate into AEC1s (52, 53), restoring normal alveolar architecture. However, our scRNA-Seq data suggested that some transitional cells may not have an AEC1 fate (50). Regardless, AEC2-to-AEC1 differentiation may be a nongradual process, pausing in this discrete transitional state (50, 53, 54), in contrast to the continuous differentiation observed in other organs. The mechanisms underlying this nongradual cell differentiation are unknown.

We and others subsequently discovered that the accumulation of keratin^hi^ transitional cells with ineffectual AEC1 differentiation may be the specific regenerative defect underlying the pathogenesis of human IPF (48, 50–59). The transitional AECs in human IPF have been described as basaloid due to their transcriptomic resemblance to airway basal cells (57, 58, 60). TGF-β (50, 51), IL-1β (52), and the integrated stress response (61–63) have been implicated in promoting the transitional state in fibrosis. However, the mechanisms by which transitional cells accumulate and promote fibrosis remain incompletely understood. Moreover, why transitional cells ultimately differentiate into AEC1s with resolution of fibrosis in mouse models (and presumably in patients who recover normal lung function after acute lung injury; ref. 64) but accumulate with progressive fibrosis in human IPF remains a fundamental unanswered question with important clinical implications.

Keratins are intermediate filaments expressed in epithelia. Since the specific keratins expressed depend on the cell type and state of differentiation, keratins are commonly used as “markers” of cell differentiation (65, 66). However, their functions are often overlooked. Keratins are known for conferring mechanical stability via organization into a stiff, filamentous network (66, 67). Yet, keratins also have nonmechanical functions, including regulating cell differentiation, cell survival, and inflammation, which are less well understood (66, 68–70). Specific keratins have been used as markers of the AEC transitional state (51, 54, 58, 62). However, whether keratins play a functional role in accumulation of transitional cells and fibrogenesis is unknown.

Here, we tested the hypothesis that keratins regulate fibrosis and the accumulation of transitional cells. We further hypothesized that murine and human transitional cells consist of 2 subsets, one that is transient and capable of AEC1 differentiation, and another that is highly senescent and may not differentiate; whereas in mice, many transitional AECs differentiate into AEC1s with resolution of fibrosis; in human IPF, transitional cells evolve into the highly senescent state, fail to differentiate into AEC1s, and drive progressive fibrosis.

## Results

### Keratin^hi^ transitional cells are conserved across mouse models and human IPF and activate profibrotic processes.

The AEC transitional state arises in diverse mouse models of injury and regeneration and in human IPF (48, 50–58). Although *Krt8* has been highlighted as a transitional state marker in mice (51, 54) and *KRT17* in human IPF (58), *KRT7*, *KRT8*, *KRT17*, *KRT18*, and *KRT19* were upregulated in the transitional state in the bleomycin, LPS, pneumonectomy (PNX), and organoid mouse models of regeneration and in human IPF (Figure 1A). Moreover, the transcriptome of the transitional state was conserved across diverse etiologies of injury and species (Supplemental Figure 1, A and B; supplemental material available online with this article; https://doi.org/10.1172/JCI165612DS1) (48, 50–59, 71–73), underscoring the pivotal role of this cell state in alveolar regeneration and suggesting that mouse models are relevant to human IPF. However, there are some differences, particularly between murine and human transitional cells (Supplemental Figure 1, A and B), the implication of which is poorly understood.

Fibrosis is characterized by the accumulation of transitional AECs with ineffectual AEC1 differentiation, suggesting that the critical regenerative defect underlying the pathogenesis of IPF may be persistence of the transitional state (51–58). However, whether the accumulation of transitional cells causes fibrosis or vice versa is unknown. In the bleomycin model, transitional cells arose by day 2, whereas fibrosis was detected by day 7 after bleomycin (Figure 1, B and C, and Supplemental Figure 1C). Whereas the PNX and LPS models had minimal fibrosis and rare transitional cells, the bleomycin model was characterized by extensive fibrosis and abundant transitional cells (Supplemental Figure 1, D and E). That transitional cells arose prior to fibrosis and in proportion to the extent of fibrosis supports the notion that they are instrumental in the development of fibrosis.

An extensive body of work has established that epithelial cell senescence, impaired proteostasis, cell death, DNA damage, integrin β6–mediated TGF-β activation, and macrophage chemokine expression promote fibrosis (2–22). However, how these pathologic processes relate to impaired epithelial regeneration has remained unclear. Pathway analysis of the top differentially expressed genes (DEGs) in the transitional state, validated by the expression of individual canonical genes of each pathway, confirmed that these profibrotic processes were uniquely activated in transitional cells (Figure 1, D and E, and Supplemental Figure 1, F–H). These data unify multiple independent lines of investigation into the mechanisms by which epithelial cells are profibrotic and suggest that transitional AECs promote fibrosis.

### Keratin 8 is necessary for the accumulation of transitional AECs and fibrosis.

To further explore whether transitional cells promote fibrosis and whether keratins play a functional role in the accumulation of transitional cells and fibrogenesis, we interrogated a meta-analysis of 5 human IPF GWAS studies (74) for variants in the keratin genes highly expressed by transitional AECs: *KRT7*, *KRT8*, *KRT17*, *KRT18*, and *KRT19*. Only *KRT8* was associated with IPF (Figure 2A, Supplemental Figure 2, and Supplemental Table 1). The associated *KRT8* SNPs had high Combined Annotation-Dependent Depletion (CADD) and Regulatory Mendelian Mutation (REMM) scores, which predict disease causality of genetic variants. These results suggest that *KRT8* genetic variants may be pathogenic. Therefore, we hypothesized that keratin 8 (K8) promotes the accumulation of transitional cells and fibrosis.

Since transitional cells arise from AEC2s and other progenitors (48, 50–54, 56–58, 60), we reasoned that the best strategy to assess the role of K8 in alveolar regeneration and fibrosis was to use global *Krt8*-KO mice as long as *Krt8* deficiency did not alter lung development or homeostasis. Adult *Krt8^–/–^* mice appeared to have normal lung structure without inflammation or altered expression of other keratins (Supplemental Figure 3, A–H), suggesting that K8 is not necessary for lung development or homeostasis. By 3 months of age, male *Krt8^–/–^* mice weighed less than *Krt8^+/+^* mice (Supplemental Figure 3I), probably due to intestinal pathology (70), but otherwise appeared healthy.

To determine whether K8 is necessary for transitional cell accumulation and fibrosis, we treated *Krt8^–/–^* mice with bleomycin. We found that *Krt8^–/–^* mice were protected from fibrosis (Figure 2, B–D, and Supplemental Figure 3J), but these mice were not protected from inflammation or permeability during the injury phase of the bleomycin model (Figure 2, E and F), suggesting that protection against fibrosis was mediated by a role for K8 in the repair phase, consistent with its upregulation as progenitors assume the transitional state. Since keratins regulate cell differentiation in other organs (68) and *Krt8* is downregulated as transitional cells differentiate into AEC1s (Figure 1A), we hypothesized that K8 promotes the accumulation of transitional AECs at the expense of AEC1 differentiation. To address this question, we quantified transitional cells over time in *Krt8^+/+^* and *Krt8^–/–^* mice. Indeed, we found that transitional AECs accumulated with incomplete AEC1 regeneration in *Krt8^+/+^* mice at day 21 after bleomycin treatment, whereas transitional cells had largely resolved with restoration of AEC1s in *Krt8^–/–^* mice (Figure 2G). Hence, *Krt8^–/–^* mice were protected from fibrosis and the accumulation of profibrotic transitional cells at the expense of AEC1 differentiation.

### K8 is necessary for macrophage chemokine expression.

In vivo models are complex because of crosstalk between multiple cell types that can have both direct and indirect effects. Therefore, to determine whether K8 directly regulates AEC differentiation, promoting accumulation of the transitional state and impeding AEC1 differentiation, we cultured AECs under 2D conditions in which AEC2s are known to differentiate into “AEC1-like” cells (50, 75–79). 

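AEC2s of Krt8+/+ and Krt8–/– mice were isolated on 3 dates. RNA was sequenced from freshly isolated cells (day 0) and from cells on days 1, 3, and 7 of 2D culture, which gave 24 libraries, with 3 isolations in each of 8 groups of genotype and day. The authors deposited the number of reads counted on each mouse gene, listed by Ensembl identifier and without normalization. The aligner, the genome build, and the counting program are not given in the sources used here. Gene symbols were matched through GENCODE M21 (GRCm38), which named 55154 of the 55421 identifiers. The total count per library ranged from 10184439 to 19483386. On day 0, Sftpc alone held between 11.9% and 16.9% of the counts of a library. Counts were scaled with edgeR's TMM factors and are given as CPM. The 18046 genes that passed edgeR's filter on low counts were tested in 1 model of the 24 libraries with edgeR's quasi-likelihood F test, with Benjamini-Hochberg adjustment over these genes and a threshold of 0.05. Gene lists were tested with limma's fry. In comparisons of genotypes over days 1 to 7, days 1, 3, and 7 were weighted 0.167, 0.5, and 0.333, as in the area of a trapezoid.

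Krt8 (ENSMUSG00000049382) lies on chromosome 15 of GRCm38 from 101996698 to 102004482. In Krt8+/+ AECs, it was counted at 516 ± 31.4 CPM (SD, n = 3) on day 0, 3181 ± 174 on day 1, 3324 ± 653 on day 3, and 4057 ± 1060 on day 7. In Krt8–/– AECs, it was counted at 29.2 ± 7.64, 38.0 ± 9.43, 30.4 ± 1.38, and 30.3 ± 4.15 CPM on the same days, from 274 to 529 reads per library. These values were 5.66%, 1.20%, 0.916%, and 0.746% of those in Krt8+/+ AECs. Over days 1 to 7, the log2 difference between genotypes was −6.80 (standard error 0.18, adjusted p = 6.3e-16 from edgeR), lower in 3 of 3 isolations. The transcript of a pseudogene, Krt8-ps, matches that of Krt8 at 98.6% of bases, so that the authors' counting could have split reads between them.

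**Figure D1:**
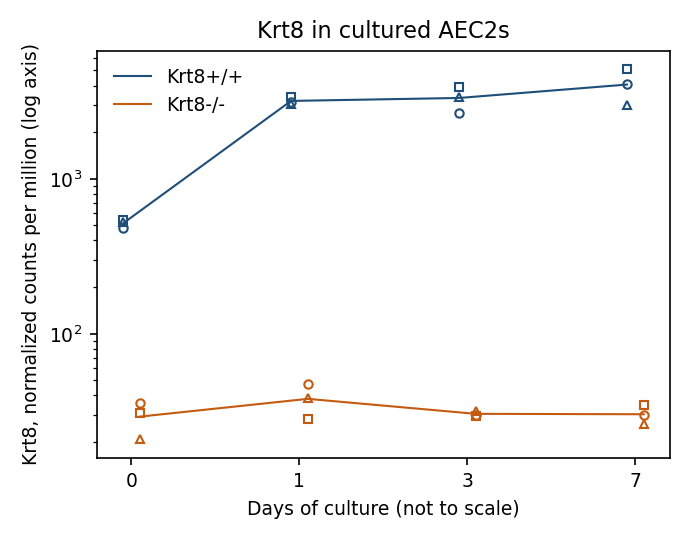
Krt8 in normalized CPM (log axis) by day of culture, for Krt8+/+ and Krt8–/– AECs. Lines join the means of 3 isolations, and circles, squares, and triangles stand for isolations 1, 2, and 3. Every Krt8+/+ library lies at or above 482 CPM and every Krt8–/– library at or below 47.2 CPM.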

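Average fold changes over day 0 in Krt8+/+ AECs were computed for the marker lists of Supplemental Table 2, with n = 3 isolations per day. The 10 AEC2 genes averaged 0.225 of their day 0 level on day 1, 0.0119 on day 3, and 0.0123 on day 7. The 9 transitional state genes averaged 139-fold on day 1, 114-fold on day 3, and 89.1-fold on day 7. The 10 AEC1 genes averaged 5.22-fold, 8.67-fold, and 13.7-fold on these days. Cldn4, with 7 reads in all on day 0, had the largest fold change of the transitional list. Leaving it out moved the averages more than any other alternative, to 11.6-fold, 14.5-fold, and 17.3-fold. Geometric means gave 15.1-fold for the transitional list on day 1 and 0.00138 for the AEC2 list on day 7. In the fry test, the list adjusted p values ranged from 8.5e-11 (transitional list, day 7) to 1.2e-04 (AEC2 list, day 1). Fry tests whether the genes of a list changed, and camera whether they changed more than the other genes, with the correlation between genes estimated. With camera, the transitional list on each day and the AEC1 list on day 7 stayed past 0.05. The AEC2 list did not under camera (adjusted p = 0.201, 0.0787, and 0.0982 on days 1, 3, and 7), nor did the AEC1 list on days 1 and 3 (0.201 and 0.0716).

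Among single genes in edgeR, all 9 transitional genes were higher than on day 0 on days 1, 3, and 7 past 0.05, over all genes and adjusted over the list alone. The AEC2 list had 9, 10, and 10 lower genes on these days, with the same numbers adjusted over the list alone. Of the AEC1 list, 7 genes were higher and 3 lower on day 1, 8 higher and 1 lower on day 3, and 10 higher on day 7, which makes 10, 9, and 10 genes adjusted over the list alone. The 3 lower genes on day 1 were Igfbp2, Rtkn2, and Spock2.

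Over all genes tested, 9874 differed from day 0 on day 1 (4730 higher and 5144 lower), 9736 on day 3 (4711 and 5025), and 10611 on day 7 (5158 and 5453). Leaving out isolation 2 moved these counts most, to 7264 on day 1. On day 7, the 5 genes with the largest rise were Prl2c2, Grem1, Serpinb9b, Cck, and Mmp13. All but Serpinb9b had no count on day 0. Against a floor of 3 counts over the group, Prl2c2 was at least 3774-fold higher on day 7, Grem1 at least 1887-fold, Cck at least 1079-fold, and Mmp13 at least 983-fold. Serpinb9b had 1 count in all on day 0 and 20629 on day 7. The 5 genes with the largest fall were Sftpa1, Chia1, Cxcl15, Acoxl, and C6. Acoxl and C6 had no count on day 7 and were at least 8619-fold and 6956-fold lower. Chia1 fell from 116519 counts to 3, Cxcl15 from 170003 to 7, and Sftpa1 from 1645160 to 43.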

We found that, while AEC1 markers were gradually upregulated by day 7 of culture, cells assumed the transitional state at day 1 (Figure 3A and Supplemental Figure 4A). Thus, culturing AEC2s in 2D recapitulates the transitional and AEC1 differentiation stages of alveolar regeneration observed in vivo and can therefore be used as a model system with which to examine the mechanisms that regulate cell differentiation. On the basis of the in vivo phenotype (Figure 2G), we hypothesized that K8 would promote the accumulation of transitional AECs at the expense of AEC1 differentiation in vitro. Surprisingly, we found that *Krt8^–/–^* and *Krt8^+/+^* AECs exhibited no significant difference in cell differentiation (Figure 3B and Supplemental Figure 4B). 

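Over days 1 to 7, the AEC2 list differed between Krt8–/– and Krt8+/+ AECs by a mean log2 of −0.22 (fry adjusted p = 0.953, 3 of 10 genes higher). The AEC1 list differed by 0.02 (adjusted p = 0.953, 6 of 10 genes higher). Without isolation 1 this value was −0.01, and without isolation 2 it was −0.02. The Basaloid list of Supplemental Table 2 differed by 0.11 (adjusted p = 0.333, 11 of 13 genes higher). The transitional list was the 1 list past the threshold, at −0.64 (adjusted p = 4.9e-04, 4 of 9 genes lower). Its median was 0.22, of the opposite sign, and Krt8 is a member of this list. Without Krt8, the transitional list differed by 0.13 (adjusted p = 0.682), and with Krt8 camera gave an adjusted p of 0.831. Over the alternatives, the adjusted p of this list ranged from 1.7e-04 to 0.831. The 100 top genes of cluster 7, which also include Krt8, differed by a mean of −0.01 and a median of 0.06 (adjusted p = 0.953, upward in the test). Without Krt8 the mean of these genes was 0.06, and without isolation 3 it was 0.01.

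In edgeR's test over the same days, Krt8 was the 1 member of these lists past 0.05, over all genes and adjusted over the list alone, and DESeq2 gave the same. No other member of the AEC2, transitional, AEC1, and Basaloid lists had an unadjusted p under 0.05 with edgeR or DESeq2, while 2 transitional genes did with isolation as a block. Of the cluster 7 genes other than Krt8, 1 did with edgeR and with DESeq2, and 4 did with the block. In isolation 1, the Krt8+/+ libraries had Xist at 63.4 to 80.4 CPM and almost no Y-linked counts, while the Krt8–/– libraries had Y-linked counts at 172 to 188 CPM and Xist at 5.88 to 12.0 CPM. In isolation 2, Y-linked counts were at most 0.246 CPM in both genotypes, and in isolation 3 they were 172 to 226 CPM. Xist was at most 2.21 CPM in isolation 3. In isolation 2 it was 42.0 to 154 CPM in Krt8+/+ and 52.2 to 99.7 CPM in Krt8–/– libraries.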

There was also no significant difference in the acquisition of the mature (*Igfbp2^+^*) AEC1 state (Supplemental Figure 4B) in which 95% of adult AEC1s exist (80). 

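Igfbp2 (ENSMUSG00000039323) was counted at 7.81 ± 4.85 CPM (SD, n = 3) in Krt8+/+ AECs on day 0, 2.12 ± 0.685 on day 1, 3.31 ± 0.278 on day 3, and 207 ± 82.6 on day 7. In Krt8–/– AECs it was counted at 17.0 ± 8.63, 1.66 ± 0.737, 5.68 ± 2.79, and 249 ± 120 CPM. Between genotypes over days 1 to 7, the log2 difference of Igfbp2 was 0.42 (standard error 0.33, edgeR adjusted p = 1.00). On day 7 it was 0.27 (standard error 0.45, edgeR adjusted p = 1), with higher counts in Krt8–/– AECs in 2 of 3 isolations.

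In Krt8+/+ AECs, Igfbp2 was lower on day 1 than on day 0 by a log2 of −1.90 (standard error 0.57, edgeR adjusted p = 0.00783) and higher on day 7 by 4.67 (standard error 0.54, edgeR adjusted p = 3.2e-07). The AEC1 markers Rtkn2 and Spock2 were also lower on day 1 (−2.45 and −1.88) and higher on day 7 (3.00 and 2.79). The courses parted on day 3, when Rtkn2 was higher than on day 0 by 2.74 (edgeR adjusted p = 1.9e-04). Igfbp2 was then still lower (−1.31, edgeR adjusted p = 0.0444), and Spock2 was not past 0.05 (−0.61, edgeR adjusted p = 0.349). Each of the 3 genes was higher on day 7 in 3 of 3 isolations, and Rtkn2 and Spock2 were lower on day 1 in 3 of 3. Igfbp2 fell by day 1 in isolations 1 and 2 (from 12.2 to 2.48 and from 8.64 to 1.33 CPM) and was almost unchanged in isolation 3 (2.60 and 2.55 CPM, from 24 and 38 counts). Leaving out isolation 2 took Igfbp2 on day 1 out of significance (−1.51, edgeR adjusted p = 0.133, with 9.0e-04 to 0.133 over the alternatives). Spock2 on day 1 was not past 0.05 without isolation 1 (−1.39, edgeR adjusted p = 0.0634) or isolation 2 (−2.01, edgeR adjusted p = 0.0526), and its range was 0.00354 to 0.0634. Without isolation 1, Rtkn2 was −1.67 on day 1 and 3.72 on day 7, Igfbp2 was 5.46 on day 7, and Spock2 was 3.41. Without isolation 3, Igfbp2 on day 7 was 4.05 and Rtkn2 was 2.12.

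**Figure D2:**
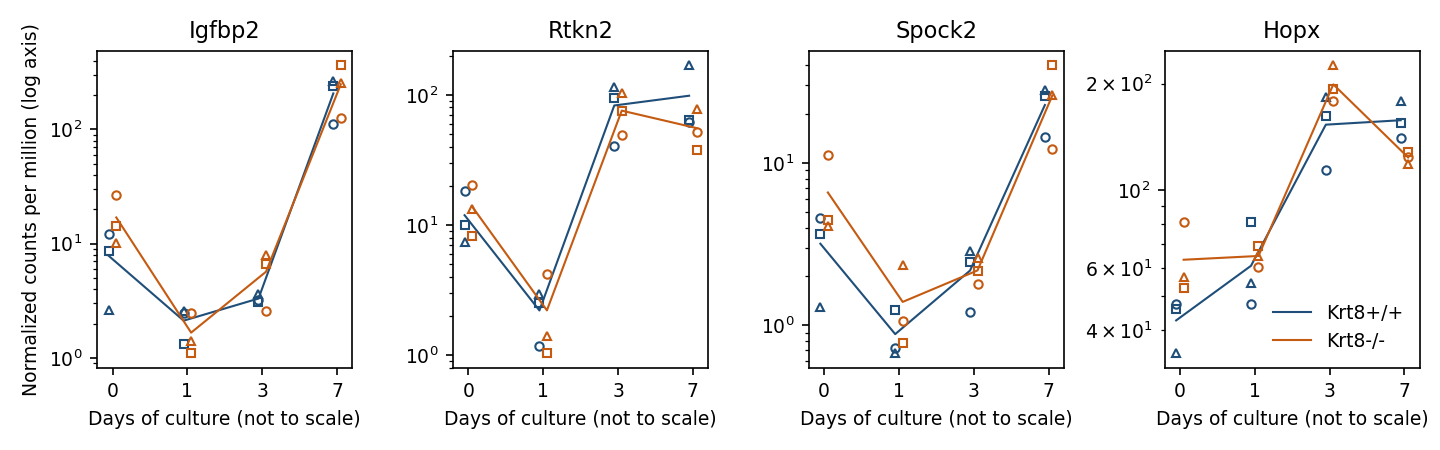
Igfbp2, Rtkn2, Spock2, and Hopx in normalized CPM (log axes) by day of culture, for Krt8+/+ and Krt8–/– AECs. Lines join the means of 3 isolations, and circles, squares, and triangles stand for isolations 1, 2, and 3. The mean of Igfbp2 in Krt8+/+ AECs goes from 7.81 on day 0 to 2.12 on day 1 and 207 on day 7.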

Gross differences between *Krt8^–/–^* and *Krt8^+/+^* AECs in cell spreading during AEC1 differentiation were not detected (Supplemental Figure 4C). Taken together, these data suggest that the function of K8 in the accumulation of profibrotic transitional cells (Figure 2G) may depend on the in vivo milieu.

We next asked whether K8 may promote fibrosis by regulating the profibrotic processes activated in transitional cells. As AEC2s assumed the transitional state in culture, they recapitulated the senescence (cell-cycle arrest and SASP), impaired proteostasis, cell death, DNA damage, and integrin β6–mediated TGF-β activation that characterize the transitional state in vivo (Figure 3C). 

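The composite score of a process was computed as the mean normalized count of the genes that the supplemental tables list for it, with counts scaled to the mean library total. In Krt8+/+ AECs on day 1, the senescence score was 1.66 times that of day 0, the TGF-β score 1.74 times, the DNA damage score 2.63 times, the proteostasis score 1.81 times, and the cell death score 1.28 times. Each score was higher in 3 of 3 isolations (2-sided exact permutation test, p = 0.1 for each, the smallest p that 3 against 3 allow).

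Across the genes of each list, fry called 4 of the 5 processes higher on day 1, with adjusted p = 0.0110 for senescence, 2.1e-08 for TGF-β, 0.0216 for DNA damage, and 2.3e-08 for proteostasis. The cell death genes were not called (adjusted p = 0.20), with a median log2 of −0.01 and a downward direction in the test against the rise of the score. Sqstm1 made up 42.8% of the cell death score on day 1, and without it the score was 0.813 of that on day 0. The alternative that moved a score most was the geometric mean, which gave 1.28 for DNA damage. Without isolation 1, senescence and DNA damage were no longer past 0.05 in fry (adjusted p = 0.0966 and 0.192, with score ratios of 1.56 and 2.45), and DNA damage was not without isolation 3 (0.0726, 2.42). The adjusted p of senescence ranged from 4.7e-04 to 0.470 over the alternatives and that of DNA damage from 6.4e-04 to 0.470. With camera, none of the 5 processes was past 0.05 (smallest adjusted p = 0.0661, for TGF-β), and TGF-β and proteostasis had an unadjusted p of 0.0132 and 0.0325.

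Among single genes in edgeR, 53 of 119 senescence genes were higher past 0.05 and 30 lower. The TGF-β list had 151 higher and 56 lower genes of 285, the DNA damage list 31 and 17 of 84, the proteostasis list 59 and 31 of 124, and the cell death list 19 and 25 of 74. Adjusted over the list alone, 85, 216, 48, 90, and 44 genes of these lists differed in either direction. Itgb6, which encodes integrin β6, rose from 15.0 ± 0.180 CPM (SD, n = 3) on day 0 to 142 ± 15.0 on day 1, a log2 fold change of 3.23 (standard error 0.25, edgeR adjusted p = 3.0e-09, higher in 3 of 3 isolations). Cdkn1a, at 26.3% of the DNA damage score on day 1, rose by a log2 of 4.80 (standard error 0.27, edgeR adjusted p = 4.3e-11).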

To determine whether K8 promotes fibrosis by driving these profibrotic processes, we assessed their activation in *Krt8^–/–^* transitional cells. Loss of *Krt8* did not affect senescence, proteostasis, cell death, DNA damage, or TGF-β activation, as determined by the composite expression scores of genes associated with each process (Figure 3D). 

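On day 0, the ratio of the score in Krt8–/– to that in Krt8+/+ AECs was 1.02 for senescence, 1.00 for TGF-β, 0.998 for DNA damage, 0.974 for cell death, and 1.06 for proteostasis (2-sided exact permutation p = 0.8, 1, 0.9, 0.8, and 0.6, n = 3 isolations each). On day 1, these ratios were 0.954, 0.959, 0.977, 0.960, and 1.01 (2-sided exact permutation p = 0.7, 0.3, 0.6, 0.8, and 0.9). The smallest p that this design allows is 0.1, so a difference could not have passed 0.05 in the permutation test, which does not use the pairing by isolation. On day 1, the TGF-β and DNA damage scores were lower in Krt8–/– AECs in 3 of 3 isolations. The TGF-β score includes Krt8, at 3181 CPM in Krt8+/+ and 38.0 CPM in Krt8–/– AECs on day 1. The score is a mean over 288 genes, and most of its difference is the loss of Krt8 itself. In isolation 2 the TGF-β scores were 3963 in Krt8+/+ and 3865 in Krt8–/– AECs, a smaller gap than Krt8 alone makes. Without Krt8 the TGF-β score was thus not lower in each isolation, and no ratio without Krt8 is given here. Across the genes of the lists, fry gave an adjusted p of 0.978 for each process on day 0 and between 0.775 and 0.872 on day 1. For DNA damage, the median of its genes (0.04 on both days) and the test pointed upward while the score ratio lay under 1. For TGF-β on day 1, the median was 0.00 and the test pointed downward.

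The sign of several ratios depended on 1 isolation. Without isolation 2, TGF-β and proteostasis on day 0 were 0.975 and 0.984 with TMM factors recomputed from the remaining libraries, and 0.985 and 0.993 with the factors of all libraries kept. Senescence was 0.997 with the recomputed and 1.01 with the kept factors, so that its sign depended on the scaling. Without isolation 1, TGF-β and DNA damage on day 0 were 0.999 and 1.02. Without isolation 3, DNA damage and cell death on day 0 were 1.01 and 1.00, and proteostasis on day 1 was 0.988.

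In edgeR's test of single genes, Krt8, a member of the TGF-β list, was the 1 gene past 0.05 in these lists on either day. Apart from Krt8, 4 senescence, 4 TGF-β, 3 DNA damage, 2 cell death, and 1 proteostasis genes had an unadjusted p under 0.05 on day 0, and 3, 11, 7, 3, and 3 did on day 1. DESeq2 also called Krt8 alone over all genes, and adjusted over the list alone it called 2 genes of the TGF-β list on day 1, where edgeR called 1.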

To assess the expression of individual genes by transitional cells throughout the culturing, we calculated the AUC of expression levels from day 1 to day 7 of culturing in *Krt8^–/–^* and *Krt8^+/+^* AECs. Relative gene expression was then determined by the ratio of the AUC of gene expression in *Krt8^–/–^* AECs to that in *Krt8^+/+^* AECs (Figure 3D). No differences in the expression of markers of cell-cycle arrest, TGF-β activation, impaired proteostasis, DNA damage, or cell death were detected. 

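The AUC of each gene was computed for each isolation from its normalized counts on days 1, 3, and 7 by the trapezoid rule, and the ratio of Krt8–/– to Krt8+/+ AECs was taken within the isolation. The mean log2 ratio was 0.07 ± 0.09 (SD of 3 isolations) over the 8 genes of TGF-β activation, 0.04 ± 0.06 over 8 genes of proteostasis, −0.09 ± 0.04 over 8 genes of DNA damage, 0.01 ± 0.11 over 7 genes of cell death, and −0.07 ± 0.08 over 8 genes of cell-cycle arrest. A 2-sided exact sign-flip test of the 3 isolations gave p = 0.5 for TGF-β activation, proteostasis, and cell-cycle arrest, 1 for cell death, and 0.25 for DNA damage, the smallest p that 3 ratios allow. In fry, DNA damage had an unadjusted p of 0.0489, which was 0.440 after adjustment over the 9 classes of Figure 3, D and E, and 4 of its 8 genes were lower in each isolation. The other 4 classes had adjusted p values between 0.606 and 0.703. For cell death, the test pointed downward and the mean upward. The cell death value was −0.02 without isolation 1 and −0.02 without isolation 3.

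In edgeR, 0 of the 78 genes tested among the 81 of all classes differed over days 1 to 7, and 4 had an unadjusted p under 0.05. DESeq2 also called 0, with 5 genes at an unadjusted p under 0.05. Adjusted over the list alone, both tools called 0, and the smallest adjusted p in edgeR was 0.614. Cdc25a was the 1 gene of the 5 classes of Figure 3D with an unadjusted p under 0.05 (log2 −0.25, standard error 0.10, edgeR, 0.716 adjusted over the list alone), and its AUC was lower in 3 of 3 isolations. Cdkn2a had 29 counts in Krt8+/+ AECs over days 1 to 7 and was too low to be tested, with an AUC ratio of 0.649 ± 0.067 (SD, n = 3).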

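Pearson correlations of log2 CPM were computed across 18046 genes, which are not independent replicates. Between the genotypes of 1 isolation and day, the correlation had a median of 0.977 and ranged from 0.966 to 0.984 over 12 pairs of libraries. Between isolations of 1 genotype and day, it had a median of 0.968 (0.941 to 0.978, 24 pairs), and between days 0.853 (0.725 to 0.959, 216 pairs). Spearman's coefficient moved the first of these most, to a median of 0.985. In a principal component analysis of the 24 libraries, the first component held 57.8% of the variance, of which day explained 99.2%. The second held 15.2%, of which day explained 98.3%, and the third 5.00%, of which isolation explained 52.5%. Genotype explained at most 2.19% of each of the first 4 components and 7.61% of the sixth.

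With edgeR, 5 genes differed between Krt8–/– and Krt8+/+ AECs past 0.05 on day 0, 3 on each of days 1, 3, and 7, and 5 over days 1 to 7. At an unadjusted p under 0.05 there were 479, 638, 452, 255, and 520. DESeq2 called 9, 5, 8, 3, and 17 genes in these comparisons, among them all of edgeR's. With isolation as a block, 9 genes differed over days 1 to 7. Among the 9 was Aqp5, which is in none of the AEC2, transitional, AEC1, and Basaloid lists. It was higher in Krt8–/– AECs by a log2 of 0.79 with the block (edgeR adjusted p = 0.0260), 0.75 with DESeq2 (adjusted p = 0.00712), and 0.77 without the block (edgeR adjusted p = 0.206). Without isolation 1, 3 genes differed on day 0, and without isolation 2, 2 genes. Without isolation 3, 5 genes differed on each of days 1, 3, and 7. A test of the genotype difference by day called 1 gene, Krt8 (edgeR adjusted p = 4.5e-04), where 268 had an unadjusted p under 0.05 and DESeq2 called 3. With any 1 isolation left out, this test called 0 genes with edgeR.

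Krt8, Krt8-ps, and Smarcd1 differed on every day. Krt8-ps had a log2 difference of −6.63 over days 1 to 7 (edgeR adjusted p = 4.8e-14). Smarcd1, 2.28 Mb from Krt8 on chromosome 15 of GRCm38, had −2.94 (standard error 0.18, edgeR adjusted p = 2.9e-09). On day 0 it had −2.87 (standard error 0.29, edgeR adjusted p = 1.6e-05). Smarcd1 was no longer past 0.05 without isolation 2 on days 0, 1, and 7 (edgeR adjusted p = 0.0640, 0.180, and 0.134), nor in a fit of the 6 libraries compared on days 1 and 7 (edgeR adjusted p = 0.313 and 0.0880). Over all alternatives for these days, its adjusted p ranged from 1.3e-22 to 0.0640, from 1.7e-16 to 0.313, and from 1.0e-21 to 0.134. On day 0, Mettl7a2 was higher by 4.70 (standard error 0.67, edgeR adjusted p = 0.00623), where the transcript of Mettl7a1 matches 83.7% of its length at 95.5% identity, and Chtf18 by 2.95 (standard error 0.45, edgeR adjusted p = 0.00649). Over days 1 to 7, the pseudogene Gm47021 was higher by 1.42 (standard error 0.19, edgeR adjusted p = 9.4e-04) and Pou6f1, 1.40 Mb from Krt8, lower by a log2 of −1.39 (standard error 0.23, edgeR adjusted p = 0.020). Each of these differences had the same sign in 3 of 3 isolations. Mettl7a2, Chtf18, and Gm47021 were not past 0.05 without isolation 1 (edgeR adjusted p = 0.332, 1, and 0.337), 2 (0.0640, 0.264, and 0.224), or 3 (0.573, 0.0838, and 0.288), Chtf18 was not in a fit of the 6 libraries compared (0.808), and Pou6f1 was not without isolation 1 (0.380) or 3 (1.00).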

In fact, although gene expression evolved over time as the cells differentiated in culture, the transcriptomes of *Krt8^–/–^* and *Krt8^+/+^* AECs remained highly similar (Supplemental Figure 4D). Since previous studies established that impaired proteostasis promotes the transitional state (61–63), we further tested the effect of K8 on proteostasis. We used shRNA to knock down *Krt8* in an AEC2 cell line, MLE-12, and stimulated the cells with tunicamycin to induce ER stress. Consistent with our transcriptomics analysis (Figure 3D), loss of *Krt8* did not attenuate ER stress (Supplemental Figure 4E). Finally, we examined whether K8 regulated the expression of SASP genes. We found that loss of *Krt8* did not affect the expression of most classes of SASP genes (proinflammatory cytokines, growth factors, and proteases/antiproteases), but did attenuate the expression of multiple chemokines (Figure 3E and Supplemental Figure 4F). These chemokines likely work in concert to recruit macrophages. 

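Over the 10 chemokines of Figure 3E, the mean log2 ratio of the AUC in Krt8–/– to that in Krt8+/+ AECs was −0.87 ± 0.07 (SD of 3 isolations), a mean ratio of 0.545. It was −0.83, −0.96, and −0.83 in isolations 1, 2, and 3 (2-sided exact sign-flip test, p = 0.25, the smallest p that 3 ratios allow). Ccl8 was left out of this mean, since it had a ratio of 0 in isolation 2 and 16 counts in Krt8+/+ AECs over days 1 to 7. Of the 10 chemokines, 8 were lower in all 3 isolations, Ccl20 was higher in all 3 (1.51 ± 0.174, SD), and Ccl5 was lower in isolations 1 and 2 (0.212 and 0.305) and higher in isolation 3 (5.55). An arithmetic mean over the genes was 0.645 in isolation 1, 0.610 in isolation 2, and 1.17 in isolation 3. In fry, the chemokines had an adjusted p = 0.580 over the 9 classes. With isolation as a block, the unadjusted p was 0.0290 (adjusted 0.261), with camera 0.0469 (adjusted 0.422), and without isolation 3 0.0157 (adjusted 0.141). Over all alternatives the adjusted p ranged from 0.141 to 0.951. Adding 1 to each normalized count, an alternative chosen after seeing the data, moved the mean log2 ratio to −0.78. Of the genes in the mean, Ccl11 and Ccl5 had the fewest counts, and leaving them out was also chosen after seeing the data. Without both, the mean log2 ratio was −0.60 ± 0.12 (SD; −0.47, −0.63, and −0.70 in isolations 1, 2, and 3). Without Ccl11 alone it was −0.59 ± 0.25 (−0.69, −0.77, and −0.30), and without Ccl5 alone −0.92 ± 0.30 (−0.66, −0.86, and −1.24).

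The cytokines had a mean log2 ratio of −0.16 ± 0.19, the growth factors 0.10 ± 0.02, and the proteases and antiproteases −0.16 ± 0.16 (SD of 3 isolations). Each of these 3 classes had a fry adjusted p of 0.606. Among single chemokines in edgeR, 0 of 9 were past 0.05 and Ccl11 and Ccl7 had an unadjusted p under 0.05. Ccl11 had ratios of 0.254, 0.177, and 0.0299 (log2 −3.19, edgeR adjusted p = 1.00) from 77 counts in Krt8+/+ and 13 in Krt8–/– AECs. Ccl7 had a mean ratio of 0.517 ± 0.181 (log2 −0.98, standard error 0.38, edgeR adjusted p = 1.00). Adjusted over the chemokines alone, edgeR called 0 genes and DESeq2 called 2, while over all genes DESeq2 called 0, with 3 at an unadjusted p under 0.05. In the other SASP classes, 1 cytokine, Tnfrsf18, had an unadjusted p under 0.05 (0.0496 in edgeR).

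**Figure D3:**
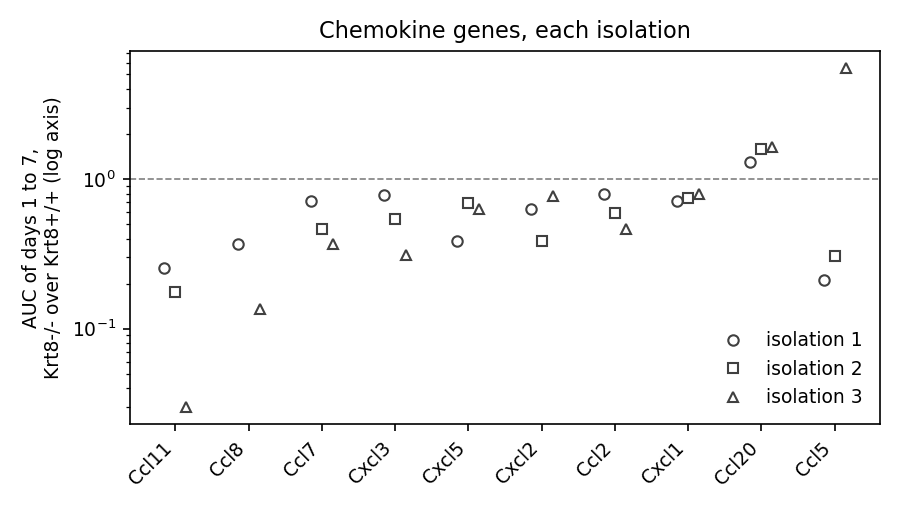
Ratio of the AUC over days 1 to 7 in Krt8–/– to that in Krt8+/+ AECs (log axis) for the 10 chemokines, with circles, squares, and triangles for isolations 1, 2, and 3. The dashed line marks a ratio of 1, and Ccl8 in isolation 2, at a ratio of 0, is not drawn. Ccl20 lies above 1 in 3 of 3 isolations and Ccl5 in isolation 3.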

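Ccl2 (ENSMUSG00000035385) was counted at 68.2 ± 13.3 CPM (SD, n = 3) in Krt8+/+ and 34.5 ± 7.28 in Krt8–/– AECs on day 1. On day 3 it was counted at 43.8 ± 24.0 and 26.0 ± 12.8 CPM, and on day 7 at 17.6 ± 5.99 and 14.1 ± 12.9. On day 0 there were 11 counts in all in Krt8+/+ and 3 in Krt8–/– AECs. The ratio of the Ccl2 AUC in Krt8–/– to that in Krt8+/+ AECs was 0.797, 0.589, and 0.464 in isolations 1, 2, and 3, a mean of 0.617 ± 0.168 (SD). It was lower in 3 of 3 isolations, from 5639 counts in Krt8+/+ and 3209 in Krt8–/– AECs. In edgeR's test over days 1 to 7, the log2 difference was −0.64 (standard error 0.32, unadjusted p = 0.0587). The edgeR adjusted p was 1.00 over all genes and 0.916 over the 78 tested genes of all classes. Over the alternatives, this log2 difference ranged from −0.86 to −0.55. On day 1 alone it was −0.99 (standard error 0.51, edgeR adjusted p = 1).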

We focused on CCL2 because it has been strongly implicated in promoting fibrosis through the recruitment of profibrotic macrophages (19, 20, 23–25, 38) and was significantly attenuated in *Krt8^–/–^* AECs. We confirmed that *Krt8* deficiency attenuated CCL2 expression (Figure 4A, Supplemental Figure 4G) and the recruitment of macrophages (Figure 4, B and C) during fibrogenesis in vivo. Taken together, these data are consistent with a paradigm in which K8 induces fibrosis via regulation of SASP genes, specifically chemokines, which promote the recruitment of profibrotic macrophages.

### Macrophages and fibroblasts promote the accumulation of transitional AECs.

K8 was necessary for the accumulation of transitional cells at the expense of AEC1 differentiation in vivo (Figure 2G) but not in cultured AECs (Figure 3B and Supplemental Figure 4B), suggesting that cell-cell crosstalk and/or the fibrotic milieu may be necessary for the K8-dependent accumulation of transitional cells. Since K8 contributed to the recruitment of macrophages during fibrogenesis (Figure 4B), we considered whether macrophages may in turn contribute to the accumulation of transitional cells. Bleomycin was administered to mice in which macrophage recruitment to the lung was prevented by *Ccr2* KO (Supplemental Figure 5A). *Ccr2^–/–^* mice were protected from the accumulation of transitional AECs at the expense of AEC1 regeneration (Figure 5A and Supplemental Figure 5B). Since TGF-β (50, 51) and IL-1β (52) have been shown to promote accumulation of the AEC transitional state, we next hypothesized that recruited macrophages promote transitional state accumulation via TGF-β and IL-1β secretion. We confirmed that monocytes and macrophages were a major source of TGF-β and IL-1β during fibrosis (Figure 5B) (40, 52, 81). These data demonstrate a role for macrophages in promoting the accumulation of transitional AECs, possibly via the secretion of TGF-β and IL-1β, and suggest that K8 may promote the accumulation of transitional AECs and fibrosis by inducing the recruitment of macrophages.

Macrophages and K8^hi^ AECs ultimately promote fibrosis via activation of fibroblasts (1, 2). Therefore, we next considered whether fibroblasts and the fibrotic milieu may contribute to the accumulation of transitional AECs. In the bleomycin model, activated fibroblasts typically undergo apoptosis, and fibrosis resolves. To induce fibroblast persistence, we generated fibroblast-specific *Fas*-KO mice. *Col1a1CreERT2* *Fas^fl/fl^* mice were treated with bleomycin. *Fas* deficiency prevented fibroblast apoptosis, leading to the persistence of myofibroblasts and fibrosis until at least 9 weeks after bleomycin treatment (Figure 5C and Supplemental Figure 5C). In contrast to WT mice, in which transitional cells resolve, *Col1a1CreERT2* *Fas^fl/fl^* mice exhibited a persistence of transitional AECs for at least 9 weeks (Figure 5C and Supplemental Figure 5C). To confirm that *Col1a1CreERT2*-mediated recombination was specific for fibroblasts, we first examined *Col1a1* expression in the bleomycin model by single-cell RNA-Seq (scRNA-Seq) and found that epithelial, endothelial, and immune cells expressed much lower levels of *Col1a1* than did fibroblasts (Supplemental Figure 5D). Moreover, in *Col1a1CreERT2* *TdTomato* mice treated with the same bleomycin and tamoxifen regimen as the *Col1a1CreERT2* *Fas^fl/fl^* mice shown in Figure 5C, the epithelial, endothelial, and immune cells were lineage negative (Supplemental Figure 5E). Taken together, these data suggest that the persistence of activated fibroblasts and fibrosis was sufficient for the accumulation of transitional AECs.

Given the ability of fibroblasts to deposit collagen and increase lung stiffness, we next explored the role of stiffness and collagen in accumulation of the transitional state. We compared the differentiation of AECs cultured on a soft substrate, composed mainly of the native extracellular matrix protein laminin (Matrigel), with cells grown on a stiff substrate (plastic) coated with collagen. The collagen-coated stiff substrate, but not the soft laminin-based substrate, promoted the transitional state (Figure 5D). To determine whether collagen and/or a stiff substrate may be sufficient to maintain *Krt8^–/–^* AECs in the transitional state even though *Krt8^–/–^* AECs differentiated into AEC1s as stiffness and collagen (fibrosis) resolved in vivo (Figure 2G), we reexamined gene expression in *Krt8^+/+^* and *Krt8^–/–^* AECs, which were cultured in 2D on a stiff substrate coated with laminin (Figure 3A). As mentioned, the 2D culture system is widely used as an assay of AEC1 differentiation, although AEC2s differentiate into “AEC1-like” cells, which are similar but not transcriptionally identical to AEC1s (50, 75–79). 

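Between day 1 and day 7 in Krt8+/+ AECs, a comparison chosen after the values of each day had been seen, 7 of the 9 transitional genes rose and 2 fell. In edgeR, 5 of the 7 were past 0.05, over all genes and adjusted over the list alone, with a log2 change of 1.22 for Itgb6, 1.21 for Krt7, 1.14 for Krt18, 0.71 for Anxa1, and 0.52 for Trp53. Krt8 (0.33, edgeR adjusted p = 0.224) and Sfn (0.30, edgeR adjusted p = 0.424) were not. The 2 lower genes, Cldn4 (log2 −0.80, edgeR adjusted p = 0.159) and Krt19 (−0.29, edgeR adjusted p = 0.279), were not past 0.05 either. The median of the list was 0.52, and fry called it higher on day 7 (adjusted p = 0.0117). The ratio of the list's arithmetic averages on day 7 and day 1 was 0.642, the opposite direction. It was 1.40 for geometric means and 1.49 without Cldn4. Without isolation 1 the fry adjusted p was 0.199, without isolation 2 it was 0.0936, and with camera it was 0.339, the highest of the alternatives. Over the same days, the average of the AEC1 list rose 2.63-fold (fry adjusted p = 1.3e-06), with 9 of 10 genes higher, 7 of them past 0.05. The ratio of averages of the AEC2 list was 0.0546, with 9 of 10 genes lower past 0.05 and 10 adjusted over the list alone.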

We noted that most transitional state markers were not downregulated as AEC1 markers were upregulated, suggesting that bulk RNA-Seq may reflect a mixture of AEC1s and transitional cells. Indeed, immunostaining of AECs on day 7 of 2D culturing revealed some AEC1s with many cells persisting in the transitional state (Figure 5E and Supplemental Figure 5F). In this context, the failure of *Krt8^–/–^* AECs to downregulate transitional state markers and exhibit enhanced upregulation of AEC1 markers suggests that a stiff substrate without collagen was sufficient to maintain the transitional state in the absence of K8 (Figure 3B and Supplemental Figure 4B), i.e., to prevent the AEC1 differentiation observed in *Krt8^–/–^* cells in vivo.

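From day 1 to day 7 in Krt8–/– AECs, the 9 transitional genes, Krt8 included, rose by a mean log2 of 0.29 (fry adjusted p = 0.131 over the 2 lists, n = 3 isolations per day). Without isolation 3 the mean was 0.47 and the list was past 0.05 (fry adjusted p = 0.0233, with 0.0233 to 0.582 over the alternatives). The 10 AEC1 genes rose by a mean log2 of 2.53 (fry adjusted p = 7.9e-07). The difference between genotypes in this change was −0.19 for the transitional list (fry adjusted p = 0.823) and 0.01 for the AEC1 list (fry adjusted p = 0.947). Without isolation 2, that of the AEC1 list was −0.15. From the transitional genes that Krt8–/– AECs did not lower and the AEC1 genes that they did not raise further, the paper proposes that a stiff substrate without collagen keeps cells in the transitional state when K8 is absent.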

Since fibrosis maintained the transitional state (Figure 5C), we next asked whether the enigmatic, nongradual AEC2-to-AEC1 differentiation through the transitional state observed in “nonfibrotic” mouse models may be driven by occult fibrosis. Close examination revealed that, even in the presumed nonfibrotic LPS and PNX models, there were small, peripheral foci of fibrosis (Figure 5F). Importantly, transitional cells were mainly detected in these areas of fibrosis and were rare in nonfibrotic areas of lung despite active regeneration (Figure 5G and Supplemental Figure 5, G and H). The apparent nongradual nature of AEC2-to-AEC1 differentiation, pausing in the discrete transitional state, that were observed in scRNA-Seq studies in the LPS and PNX models may be attributable to focal areas of fibrosis (50, 56). In contrast, in areas of regeneration without transitional cells or fibrosis, AEC2s may either pass through the transitional state too quickly to be captured on fixed tissue or may bypass the transitional state entirely. Our prior pseudotime analysis of scRNA-Seq of the LPS model of nonfibrotic regeneration suggested, by multiple methods, a trajectory that bypasses the transitional state (Supplemental Figure 5I) (50).

### Meta-analysis of murine scRNA-Seq data sets.

The above data implicate a positive feedback loop between K8, transitional AECs, macrophage recruitment, and fibroblasts that drives and maintains fibrosis. Since the transcriptomes of transitional cells in mouse models and human IPF were similar (Supplemental Figure 1, A and B), a perplexing and clinically relevant question is why transitional cells differentiate into AEC1s in mouse models, with the resolution of fibrosis, whereas AEC1 differentiation is impaired, with progressive fibrosis, in human IPF. Although lineage-tracing studies demonstrated that some transitional cells ultimately differentiate into AEC1s in mice (52, 53, 62), pseudotime analysis of our LPS scRNA-Seq data set suggested that others may not (Supplemental Figure 5I) (50). Moreover, there are some differences in the transcriptomes of murine and human transitional cells (Supplemental Figure 1A,B). Finally, an emerging paradigm distinguishes a transiently senescent state with a beneficial role in physiologic regeneration from permanent senescence, which drives diseases of aging (26, 29, 31–33, 82). Therefore, we hypothesized that the transitional cell state identified in mouse models of regeneration may include 2 subsets: cells that exit the cell cycle and transiently assume a senescence-like phenotype in anticipation of AEC1 differentiation and cells that are permanently senescent and have lost the capacity for an AEC1 fate, the latter of which may more closely recapitulate the nonresolving transitional cells present in the IPF lung. To explore this, we integrated scRNA-Seq data sets from 3 mouse models: LPS, organoids, and bleomycin (50, 53, 54) (webtool available at https://github.com/kriemo/lung-regeneration-meta). We performed unbiased clustering. Clusters were annotated on the basis of expression of canonical markers (Figure 6, A–C) and were consistent with the identification in the original studies (Supplemental Figure 6A). In the LPS scRNA-Seq study, mature AEC1s were isolated from naive mice using an enzymatic digestion and centrifugation protocol designed to preserve fragile AEC1s (83) and an antibody cocktail specific for FACS of AEC1s. The yield was low. In both the original study (50) and in the integrated data set (Figure 6, A and B, and Supplemental Figure 6, A and B), these naive AEC1s clustered separately from most “differentiating” cells, which arose from lineage-labeled AEC2s and expressed lower levels of transitional markers and higher levels of AEC1 markers than did transitional cells (50). Interestingly, we identified minimal mature AEC1s in the bleomycin and organoid data set (Supplemental Figure 6B), with the cells identified as AEC1s clustering with the lineage-labeled differentiating cells rather than mature AEC1s. As expected, based on their conserved transcriptomes, transitional cells from all 3 models coclustered (Figure 6, A and C, and Supplemental Figure 6A).

### A highly senescent subset of mouse transitional AECs without the AEC1 fate.

Transitional cells were found in 2 clusters, clusters 1 and 7 (Figure 6, A, C, and D). Both clusters contained cells from all 3 data sets (Supplemental Figure 7A). General markers of senescence, p15/*Cdkn2b*, p21/*Cdkn1a*, and p53, were expressed in both clusters. However, the cells in cluster 7 were highly senescent, as shown by a high composite senescence gene score and the exclusive expression of p16 (also known as *Cdkn2a*) (Figure 7A, Supplemental Figure 7B), a highly specific marker of permanent senescence (26, 27, 82). Cells in cluster 7 also exhibited highly activated TGF-β signaling (Supplemental Figure 7B). Cluster 7 arose later in the time course of the bleomycin model than did cluster 1 (Supplemental Figure 7C). Of note, the genes used to lineage trace the transitional cells in studies demonstrating that they have an AEC1 cell fate (52, 53, 62) were not specific to cluster 7 (Supplemental Figure 7D). Moreover, pseudotime analysis predicted that cluster 7 may represent an alternative terminal cell fate for transitional cells other than AEC1s (Path 2 in Slingshot, Endpoint 4 in Monocle) (Figure 7B, Supplemental Figure 5I, and Supplemental Figure 7E). These results are consistent with the existence of a murine transitional cell subset that is highly senescent and does not differentiate into AEC1s (cluster 7). Of note, pseudotime analysis also suggested a lineage trajectory through which AEC2s may bypass the transitional state, assuming the differentiating state, and ultimately the mature AEC1 state (Path 1 in Slingshot, Endpoint 1 in Monocle in Figure 7B), as previously suggested in the LPS study (Supplemental Figure 5I) (50).

To define a cluster 7 gene signature, we identified the top DEGs in cluster 7 (Figure 7C, Supplemental Figure 7F, and Supplemental Table 4) and focused on the genes that had the lowest levels of expression in AEC2s and AEC1s: *Fblim1*, *Palld*, and *Pdlim7*. 

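The average over the 100 top genes of cluster 7 in Krt8+/+ AECs was 21.4-fold over day 0 on day 1, 42.1-fold on day 3, and 58.3-fold on day 7 (n = 3 isolations per day). In edgeR, 57 of these genes were higher past 0.05 on day 1 and 18 lower. On day 3 there were 73 higher and 10 lower, and on day 7 there were 75 higher and 12 lower. Adjusted over the list alone, 75, 85, and 89 genes differed on these days in either direction. The median log2 change on day 7 was 2.09. The fry adjusted p was 2.1e-06, 1.3e-10, and 8.5e-11 on the 3 days, and with camera the list was not past 0.05 on day 1 (adjusted p = 0.0982). Without isolation 2 the averages were 107-fold, 310-fold, and 242-fold, without isolation 1 they were 67.2-fold on day 3 and 137-fold on day 7, and geometric means gave 2.45-fold, 5.06-fold, and 5.78-fold.

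The cluster 7 gene Fblim1 rose from 4.44 ± 3.02 CPM (SD, n = 3) on day 0 to 300.1 ± 64.9 on day 7, a log2 fold change of 5.98 (standard error 0.37, edgeR adjusted p = 6.4e-11, higher in 3 of 3 isolations). Palld rose by 6.43 (standard error 0.57, edgeR adjusted p = 8.7e-09) and Pdlim7 by 6.40 (standard error 0.38, edgeR adjusted p = 4.6e-11). Without isolation 1, Fblim1 rose by 6.77 and Palld by 8.33.

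The senescence score on day 7 was 3.88 times that on day 0 and higher in 3 of 3 isolations (2-sided exact permutation p = 0.1, the smallest possible with 3 against 3). Fn1, Thbs1, and Ccn2 made up 19.2%, 16.6%, and 11.8% of the score on day 7, and without the most abundant gene it was 3.15 times that on day 0. Of 119 senescence genes, 65 were higher past 0.05 in edgeR and 28 lower, which is 93 in all, as many as adjusted over the list alone. The list was past 0.05 in fry (adjusted p = 6.8e-06, the unadjusted value, as 1 list was tested) and not with camera (adjusted p = 0.160). Cdkn1a was higher on day 7 by a log2 of 3.78 (standard error 0.26, edgeR adjusted p = 2.6e-10). A list of 8 proliferation genes was also higher on day 7 (8 of 8 genes, mean log2 3.49, fry adjusted p = 2.6e-05 over the cell lists). Its sum was 39.6 ± 4.82 CPM (SD, n = 3) on day 0, 17.6 ± 3.20 on day 1, 528 ± 107 on day 3, and 345 ± 115 on day 7. Which cells raised these genes was not tested. Cdkn2a had 0 counts on day 0 and 26 on day 7 over 3 libraries, which is at least 7.08-fold higher against a floor of 3 counts over the group (2-sided exact permutation p = 0.1).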

Interestingly, by day 7 of 2D culturing, AECs had upregulated cluster 7 genes and were highly senescent (Figure 7D), suggesting that culturing AEC2s in 2D recapitulated not only the transitional state but a subset of murine transitional cells that may not have an AEC1 fate. Conversely, that many cultured AECs in the cluster 7 state did not differentiate into AEC1s (Figure 5E and Figure 7D) corroborates the pseudotime data (Figure 7B) suggesting that the cluster 7 state and the AEC1 state were divergent cell fates. Taken together with the lineage-tracing studies (52, 53, 62), these data suggest that there were 2 discrete populations of transitional cells, a population of cells in a transient senescence-like state that may ultimately differentiate into AEC1s, and another cell population marked by *Fblim1*, *Palld*, and *Pdlim7* that was highly senescent and persisted in the transitional state.

### A highly senescent, basaloid subset of mouse transitional AECs recapitulates IPF aberrant basaloid cells.

Since both murine cluster 7 cells and human IPF transitional cells appear not to differentiate into AEC1s and are highly senescent (p16^+^) (57, 58), we asked whether these cell types are analogous. Indeed, the cluster 7 signature was also exhibited by transitional AECs in IPF (Figure 7, E and F, and Supplemental Figure 7G), suggesting that they were analogous. Conversely, the most highly DEGs in the human transitional state were more highly expressed in murine cluster 7 than cluster 1 (Figure 7G). Human IPF transitional cells, unlike murine IPF transitional cells, have been referred to as “aberrant basaloid” or *KRT17*^+^*KRT5*^–^ because they express basal cell markers such as *KRT17* (57, 58). Moreover, human but not murine AEC2s have been shown to give rise to basal cells (60). This discrepancy has led to a concern that mice are not suitable models of the human AEC2 lineage and IPF. However, we found that *Krt17* was upregulated in murine transitional cells (Figure 1A). Moreover, many of the cluster 7 markers shown in Figure 7C — *LGALS1*, *ITGA2*, *PALLD*, *BASP1*, and *CTGF* — were basal cell genes (84). To confirm whether the murine cluster 7 cells had a basaloid phenotype, we first identified the genes that define the basaloid phenotype of the human aberrant basaloid or *KRT17*^+^*KRT5*^–^ cells. Of the top 100 DEGs of the human IPF transitional state, 17 were basal cell markers (Figure 7H). Of the 17 markers that comprise this basaloid signature, 16 were also upregulated in the murine cluster 7 state in vivo (Figure 7H and Supplemental Figure 7H) and in vitro (Figure 7I and Supplemental Figure 7I). 

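Of the 17 genes named in Figure 7H, 16 had enough counts in the cultured AECs to be tested, and S100a2 had 1 count in all on day 0 and 4 on day 7 in Krt8+/+ AECs. Past 0.05 in edgeR, 11 genes were higher than on day 0 on day 1 and 1 lower. On day 3 there were 14 higher and 1 lower, and on day 7 there were 13 higher and 2 lower. On day 7 the largest changes were in Itga2 (log2 9.47, standard error 0.83, edgeR adjusted p = 6.9e-09) and Fhl2 (7.52, standard error 0.38, edgeR adjusted p = 5.2e-12). Itga2 had 8 counts in all on day 0 and Plau, with a log2 change of 6.07, had 5. The 2 lower genes were Phlda2 (−1.40, standard error 0.39, edgeR adjusted p = 0.00383) and Zfp36l1 (−0.66, standard error 0.14, edgeR adjusted p = 5.1e-04). Atf3 was higher past 0.05 on day 1 (4.19, standard error 0.59, edgeR adjusted p = 6.7e-06) and not on day 7 (0.96, standard error 0.54, edgeR adjusted p = 0.135).

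The Basaloid list of Supplemental Table 2 holds 14 of the 17 genes. Its average was 10.1-fold over day 0 on day 1, 13.4-fold on day 3, and 28.3-fold on day 7 (fry adjusted p = 2.1e-07, 8.7e-10, and 2.9e-10, n = 3 isolations per day). Without isolation 1, these averages were 15.8-fold, 25.3-fold, and 49.8-fold. With camera the list was not past 0.05 on day 1 (adjusted p = 0.0787). In edgeR, 10 of its 13 tested genes were higher and 2 lower on day 7, which makes 12 genes, as many as adjusted over the list alone.

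**Figure D4:**
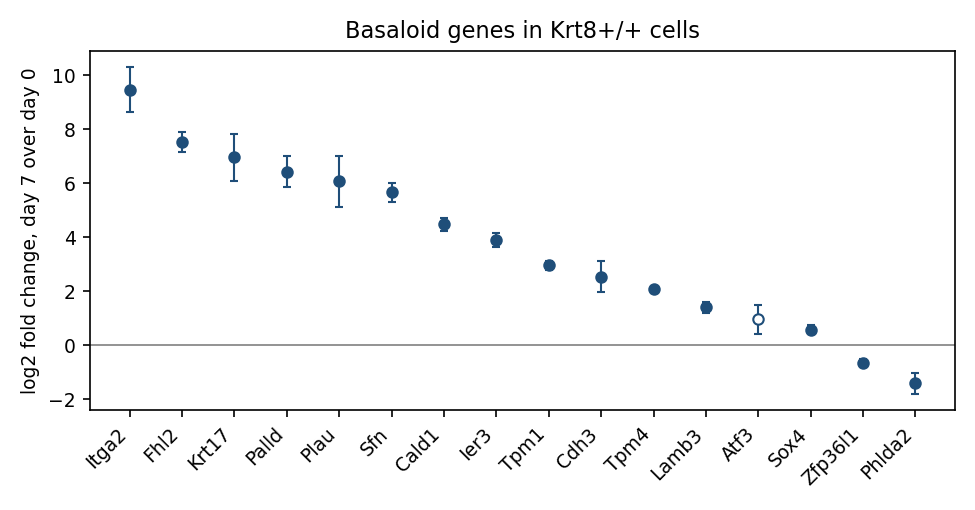
Log2 fold change of day 7 over day 0 in Krt8+/+ AECs for the 16 tested genes named in Figure 7H. Error bars are standard errors, and the open circle (Atf3) marks the gene that was not past 0.05. Values range from 9.47 for Itga2 to −1.40 for Phlda2.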

Although cluster 7 was enriched for most of these markers, some of them, such as *Krt17*, were expressed only in a subset of the cells in cluster 7 (Figure 7J and Supplemental Figure 7F). However, rare K17^+^ cells were confirmed by immunostaining (Figure 7K and Supplemental Figure 7J). The basaloid cells in culture (Figure 7I and Supplemental Figure 7I) and in the LPS, organoid, and bleomycin models (Figure 7, H and K) can arise from AEC2s (or bronchoalveolar stem cells [BASCs]) based on *Sftpc* lineage tracing. We conclude that the murine cluster 7 state, or a subset thereof, recapitulated the basaloid phenotype of the human IPF aberrant basaloid cells. Of note, human but not murine aberrant basaloid cells express *TP63*, and neither murine cells nor human aberrant basaloid cells express *NGFR*, *KRT5*, *KRT14*, or *KRT15* (data not shown and refs. 57, 58, 60).

Deeper interrogation of the human IPF transitional cell state revealed that it was composed of 2 discrete cell states, referred to as alveolar basal intermediate 1 (ABI1) and ABI2 (60), or “transitional AEC2” and KRT17^+^KRT5^–^ (58), respectively. Here, we found that, similar to the human transitional AEC2s or ABI1s, the cluster 1 transitional cells from each of the mouse models downregulated AEC2 markers and upregulated classic transitional state markers such as *Krt8*, *Cldn4*, and *Itgb6*, whereas similar to the *KRT17*^+^*KRT5*^–^ AEC2s or ABI2s, the murine cluster 7 cells and the human IPF *KRT17*^+^*KRT5*^–^ cells upregulated basal cell genes (Figure 7L). Likewise, murine AEC2s cultured in 2D assumed the transitional (ABI1) state on day 1 of culturing (Figure 3A) and assumed the KRT5^–^KRT17^+^ ABI2 state by day 7 of culturing (Figure 7I and Supplemental Figure 7I). Thus, the murine cluster 7 state recapitulated the human aberrant basaloid or *KRT17*^+^*KRT5*^–^ or ABI2 state, and the murine cluster 1 transitional state recapitulated the human transitional AEC2 or ABI1 state. Moreover, pseudotime suggested that the human ABI1s or transitional AEC2s may be able to differentiate into AEC1s or assume the ABI2 or aberrant basaloid state (60). 

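Krt17 in Krt8+/+ AECs was counted at 0.603 ± 0.686 CPM (SD, n = 3) on day 0, 8.85 ± 6.02 on day 1, 15.5 ± 6.81 on day 3, and 72.6 ± 68.1 on day 7. It had 19 counts in all on day 0 and 2801 on day 7, a log2 fold change of 6.95 (standard error 0.88, edgeR adjusted p = 1.0e-06, higher in 3 of 3 isolations). Krt5 had 4 counts in all on day 0, 128 on day 1, 34 on day 3, and 4 on day 7. Its log2 change was 4.54 on day 1 (standard error 1.26, edgeR adjusted p = 0.00393) and −0.36 on day 7 (standard error 1.75, edgeR adjusted p = 0.864). Trp63 had 30 counts in all on day 0, 5 on day 3, and none on days 1 and 7. Krt15 had 38 counts on day 0, 266 on day 1, and none on day 7. At this depth a count of 0 in a group allows up to 3 counts. Krt14 was higher on day 7 by 3.58 (standard error 0.83, edgeR adjusted p = 8.5e-04) and went from 13 counts to 185. Ngfr had 2 counts on day 0 and 39 on day 7 (edgeR adjusted p = 0.0269). Of 20 keratin genes tested apart from Krt8, 8 were higher and 3 lower past 0.05 on day 7, with TMM and with DESeq2's size factors.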

Taken together, these data suggest that murine and human transitional cells consisted of 2 subsets, one that was transient and may differentiate into AEC1s (henceforth referred to as “transitional” in both mice and humans), and another that was permanently senescent, basaloid, and failed to differentiate into AEC1s (henceforth referred to as “aberrant basaloid” in both mice and humans).

Since murine aberrant basaloid cells recapitulated the human aberrant basaloid/*KRT17*^+^*KRT5*^–^ state, which was associated with loss of an AEC1 fate and nonresolving fibrosis, we next asked whether a murine model of nonresolving fibrosis would be characterized by prevalent aberrant basaloid cells with a paucity of AEC1s. We treated mice with multiple doses of bleomycin and stained lung sections for the cluster 7 markers PDLIM7 and K17. Aberrant basaloid cells were more abundant and may have existed in a histologic pattern of “bronchiolization” (Figure 7M), recapitulating the architecture of human IPF. In contrast, aberrant basaloid cells were rare in the single bleomycin model, a model of resolving fibrosis (Figure 7, K and M, and Supplemental Figure 7C). Although IPF is characterized by nonresolving fibrosis, most patients with acute lung injury recover normal lung structure and function (64), similar to what is observed in mice. Therefore, we wondered whether regeneration after human acute lung injury is characterized by transitional but not aberrant basaloid cells. We stained lung tissue from patients during the first 14 days after acute lung injury. We observed no fibrosis (71), and there were transitional (K8^hi^) but not aberrant basaloid (p16^+^/CDKN2A, K17^+^) cells (Figure 7N and Supplemental Figure 7K). We speculate that, similar to mice, these cells resolve as patients recover normal lung structure and function. We conclude that in the single bleomycin model and human acute lung injury, AECs assumed the transitional state, a transient senescence-like state, and could retain an AEC1 fate, whereas in human IPF or after multiple doses of bleomycin in mice, cells evolved into the aberrant basaloid state of permanent senescence, failed to differentiate into AEC1s, and drove progressive fibrosis.

## Discussion

Here, we confirmed that the keratin^hi^ transitional cells uniquely activated multiple profibrotic processes, thus unifying diverse, independent lines of investigation. Genetic variants in *KRT8* were associated with IPF (Figure 2A). *Krt8^–/–^* mice were protected from fibrosis and from accumulation of transitional cells at the expense of AEC1 differentiation (Figure 2). However, *Krt8^–/–^* AECs were not protected from transitional cell accumulation in vitro (Figure 3B), suggesting a role for cell-cell crosstalk. K8 was necessary for chemokine expression and macrophage recruitment (Figure 3E and Figure 4). In turn, macrophage recruitment promoted the accumulation of transitional AECs (Figure 5A), perhaps via IL-1β and TGF-β (Figure 5B). Fibroblast persistence was sufficient for transitional AEC accumulation (Figure 5C), as was substrate stiffness (Figure 3A and Figure 5, D and E). Based on these findings, our working construct is that K8 in AECs induced chemokine expression and the recruitment of profibrotic macrophages, which, together with the profibrotic transitional AECs, activated fibroblasts and promoted fibrosis. Macrophages and fibroblasts in turn promoted the accumulation of transitional AECs (Figure 8). However, in mouse models, but not human IPF, this positive feedback loop between K8^hi^ transitional AECs, macrophages, and fibroblasts resolved. Insight into the divergent outcomes may be provided by our discovery that murine and human transitional cells consist of 2 subsets: cells in a “transitional” state that is transient and, based on lineage tracing (52, 53, 62), can differentiate into AEC1s, and cells in an “aberrant basaloid” state that is senescent, basaloid, and may not have an AEC1 fate. In mouse models, most AECs assumed the transitional state, which transiently induced and was maintained by inflammation and fibrosis but ultimately resolved, in part by AEC1 differentiation, with resolution of fibrosis; in human IPF, many transitional cells evolved into the aberrant basaloid state instead the AEC1 fate, generating a self-amplifying feedback loop that drove progressive fibrosis (Figure 8).

Remarkably, a keratin^hi^, partially spread AEC state, thought to be in the process of AEC2 to AEC1 differentiation, was described in cultured cells and in the bleomycin model nearly 40 years ago (85). Since the characterization of the transitional AEC state by scRNA-Seq studies in mice and human IPF, keratins have been used as marker genes, since they are highly upregulated in the transitional state (51, 54, 58, 62) (although we found that *Krt8* was also expressed in mature AEC2s and AEC1s; Figure 6C and Supplemental Figure 1C). However, we show here for the first time to our knowledge that keratins play a functional role in fibrosis. K8 regulated the SASP, specifically chemokine expression, in transitional cells (Figure 3E and Figure 4A) and the recruitment of macrophages (Figure 4, B and C), which are strongly implicated in fibrosis (2, 19–21, 24, 34–42, 55). Although we focused on CCL2, the effect of K8 on macrophage recruitment and fibrosis is likely mediated by multiple chemokines (Figure 3E). Other cell types, including recruited macrophages, also produce chemokines, amplifying recruitment (25, 54). This role for K8 in chemokine expression in the context of pulmonary fibrosis contributes to a nascent literature on the nonmechanical functions of keratins, including in the regulation of inflammation (66, 69). Furthermore, that the SASP mediates the profibrotic effect of K8 is consistent with growing recognition of a pivotal role for the SASP in fibrogenesis (2, 11–15, 30).

The role of K8 in the accumulation of transitional AECs appeared to be non-cell-autonomous. K8 promoted the accumulation of transitional cells at the expense of AEC1 differentiation in vivo but not in vitro (Figure 2G, Figure 3B, and Supplemental Figure 4B), suggesting that K8 did not directly regulate cell differentiation. Instead, K8 promoted macrophage recruitment, and macrophages and fibroblasts in turn promoted the accumulation of transitional AECs. Macrophages produced IL-1β and TGF-β (Figure 5B) (40, 52, 81), which promoted the transitional state (50, 52). TGF-β was activated by transitional AEC integrin β6 (2, 17, 18, 50) (Figure 1E). That fibroblasts promoted the transitional state in vivo (Figure 5C) is consistent with a recent report that transitional AECs arise from inducible pluripotent stem cell–derived (iPSC-derived) human AEC2s only in the presence of mesenchymal cells (86). The effect of fibroblasts on transitional AEC accumulation may have been mediated by stiffness (Figure 5D), also consistent with older literature (87). Indeed, a stiff substrate was sufficient to rescue accumulation of the transitional state in *Krt8^–/–^* cells in the absence of macrophages and fibroblasts (Figure 3B, Figure 5E, and Supplemental Figure 4B). The role of macrophages and fibroblasts in transitional AEC accumulation explains the localization of transitional cells in peripheral areas of inflammation and fibrosis (Figure 5, F and G) and the nongradual cell fate trajectory observed with scRNA-Seq (50, 53, 54, 56). Our working construct is that K8 promotes the recruitment of profibrotic macrophages, which produce IL-1β and TGF-β. TGF-β, activated by transitional AEC integrin β6, activates fibroblasts, which generates stiffness. IL-1β, activated TGF-β, and stiffness in turn promote the accumulation of transitional AECs at the expense of AEC1 differentiation, establishing a positive feedback loop that drives and maintains fibrosis and transitional AECs (Figure 8).

The development of drugs to reverse fibrosis might be facilitated by understanding why fibrosis and transitional AECs resolve in mouse models but not in human IPF. Here, we provide insight into this question by distinguishing 2 subsets of transitional cells in both mice and humans: murine transitional cells, which are analogous to human ABI1 (60) or AEC2 transitional (58) cells, and a rare subset of murine transitional cells that transcriptionally recapitulate the human ABI2 (60), *KRT5^–^KRT17^+^* (58), or aberrant basaloid (57) phenotype. Marker genes that distinguish this subset from other murine transitional cells (*Fblim1*, *Palld*, and *Pdlim7*) were conserved in the human aberrant basaloid state (Figure 7, E and F, and Supplemental Figure 7G), and, conversely, marker genes that distinguish the human aberrant basaloid state, including basal cell genes, were conserved in this murine subset (Figure 7, G, H, K, and M). Consistent with these findings, *Krt8*^hi^*Krt17^–^* and *Krt8*^hi^*Krt17^+^* subsets of murine transitional cells were recently shown to arise from epithelial progenitors transplanted into bleomycin-treated mice (88).

Similar to the human cells, murine aberrant basaloid cells may not have an AEC1 fate, as suggested by pseudotime analysis (Figure 7B and Supplemental Figure 7E) and by their failure to differentiate into AEC1s in 2D culture and in the repetitive bleomycin model (Figure 5E and 7, D, I, and M). Human aberrant basaloid cells exist on a trajectory toward mature basal cells (60); whether murine aberrant basaloid cells have this potential is unknown. In contrast to aberrant basaloid cells, “transitional” AEC2s may differentiate into AEC1s or aberrant basaloid cells, as suggested by lineage tracing (52, 53, 62) and pseudotime analysis (Figure 7B, Supplemental Figure 5I, and Supplemental Figure 7E) (58, 60, 88). They may also revert to AEC2s (52). Finally, given their cell death gene signature (Figure 1D), apparent resolution in some but not all studies (Supplemental Figures 7, C and J), and the sheer alveolar surface area that would be required for all the abundant transitional cells to spread and differentiate into AEC1s, it is likely that some cells die. However, since pseudotime analysis is merely predictive and subject to caveats (89), it is imperative that lineage trajectories be clarified with rigorous experimentation.

Murine and human aberrant basaloid cells appeared to be senescent, as demonstrated by the expression of p16 (*Cdkn2a/CDKN2A*) (Figure 7, A and E, and Supplemental Figure 7B). Similarly, the murine aberrant basaloid cells that emerged in 2D culture were highly senescent (Figure 7D), consistent with their inability to be passaged. We speculate that, whereas the transitional cells may exit the cell cycle and assume a transient senescence-like state in anticipation of AEC1 differentiation, aberrant basaloid cells may be in a permanent state of senescence, driving unremitting and progressive fibrosis in human IPF. This notion is consistent with an emerging paradigm that transient senescence is a stress response that ultimately gives way to the regeneration of normal tissue, whereas permanent senescence underlies age-related diseases, (26, 29, 31–33, 82). Accordingly, during early regeneration after acute lung injury in humans, transitional cells existed in the transitional (K8^hi^), but not permanently senescent (p16^+^), basaloid (K17^+^) state (Figure 7N and Supplemental Figure 7K). Presumably, these patients, like most patients with acute respiratory distress syndrome (ARDS) (64), retain the capacity for normal lung regeneration (71).

Ultimately, the impact of this work will be realized by future mechanistic and clinical studies. Whether mechanisms other than chemokine expression mediate the role of K8 in fibrosis and whether keratins other than K8 regulate alveolar regeneration and fibrogenesis should be studied. Conditional-KO mice will be needed to confirm that K8 expressed by transitional cells arising from AEC2s and/or club-like cells (48, 54) regulates fibrosis. Whether the accumulation of transitional cells in fibrosis and the role of K8, macrophages, and fibroblasts in transitional cell accumulation are due to enhanced acquisition of the transitional state from progenitors versus impaired AEC1 differentiation from the transitional state will require rigorous experimentation, including with live imaging and stereology (43). In addition, whereas inhibition of the extrinsic pathway of apoptosis demonstrated that fibroblast persistence drove persistence of transitional AECs (Figure 5C), the intrinsic pathway of apoptosis can induce fibroblast apoptosis and fibrosis resolution (90). In fact, in so-called “type 2 cells,” which include fibroblasts (91, 92) (our unpublished observations), the intrinsic pathway played a role in Fas-mediated apoptosis. We speculate that activation of the intrinsic pathway would likely accelerate the resolution of transitional AECs. Minor transcriptomic differences between transitional states in diverse mouse models (Figures 6 and 7, Supplemental Figure 1, A and B, and Supplemental Figures 6 and 7) may be due to technical aspects but may reflect bonafide differences in the models that could be informative. We must uncover the mechanisms by which AECs that assume the transitional state transiently in anticipation of AEC1 differentiation acquire an aberrant basaloid rather than AEC1 fate, driving progressive fibrosis and, if possible, the mechanisms by which aberrant basaloid cells may be reverted to transitional cells with reversal of established fibrosis. The repetitive bleomycin and 2D AEC culture models are well suited for such investigation: aberrant basaloid cells were prevalent in the repetitive bleomycin model (Figure 7M), consistent with its nonresolving nature, and we report here that the enigmatic AEC1-like cells that arose in 2D culture were a mix of mature AEC1s and transitional/aberrant basaloid cells (Figure 3A, Figure 5E, and Figure 7, D and I). Aged mice, which also develop nonresolving fibrosis (93), may be useful. It also remains to be determined whether the transitional state is an obligate intermediate of AEC2-to-AEC1 differentiation. Pseudotime analysis (Figure 7B, Supplemental Figure 5I, and Supplemental Figure 7E) (50, 94) suggests that AECs may bypass the transitional state. Moreover, the localization of transitional cells to small, peripheral foci of fibrosis or inflammation in what are considered models of physiologic regeneration suggests that they may arise only in those settings (Figure 5, F and G, and Supplemental Figure 5G), although transitional AECs arise during development and appear to have an AEC1 fate (95). Improved methods to isolate AEC1s are needed, since we discovered that apparent AEC1s are probably progenitors in the process of differentiation, with loss of mature AEC1s during tissue digestion (Supplemental Figure 6B).

In summary, we demonstrate here that a keratin, K8, promoted fibrosis and accumulation of transitional cells at the expense of AEC1 differentiation. K8 regulated chemokine expression and the recruitment of macrophages, which, together with transitional epithelial cells, activated fibroblasts. Macrophages and activated fibroblasts in turn promoted the accumulation of transitional AECs. This positive feedback loop ultimately resolved in mice, with AEC1 differentiation and the resolution of fibrosis. However, in human IPF, transitional AECs evolved into a bonafide senescent, aberrant basaloid state that existed in a self-amplifying feedback loop of epithelium-macrophage-fibroblast crosstalk, in which fibrosis begat further fibrogenesis, driving the progressive and ultimately fatal clinical disease. Modulation of K8 or progression from the transitional to the aberrant basaloid state may be effective therapeutic strategies for pulmonary fibrosis.

## Methods

Details on the methods are provided in the Supplemental Methods.

### Data availability.

RNA-Seq data were deposited in the NCBI’s Gene Expression Omnibus (GEO) database (GEO GSE223302). Values for all data points in graphs can be found in the Supplemental Supporting Data Values file.

## Author contributions

FW and RLZ designed research studies. FW, CT, MD, KF, NP, NK, JN, BMV, JAW, EC, EFR, and XZ conducted experiments. FW, CT, MD, KAR, AL, EC, DWHR, EFR, DMT, XZ, BBM, PAC, MBO, and RLZ analyzed data. DMT and MBO provided reagents. RLZ wrote the manuscript. CT, KAR, JN, BMV, EC, DWHR, XZ, DMT, BBM, PAC, and MBO revised the manuscript.

## Supplementary Material

Supplemental data

Supplemental table 1

Supplemental table 2

Supplemental table 3

Supplemental table 4

Supporting data values

## Figures and Tables

**Figure 1:**
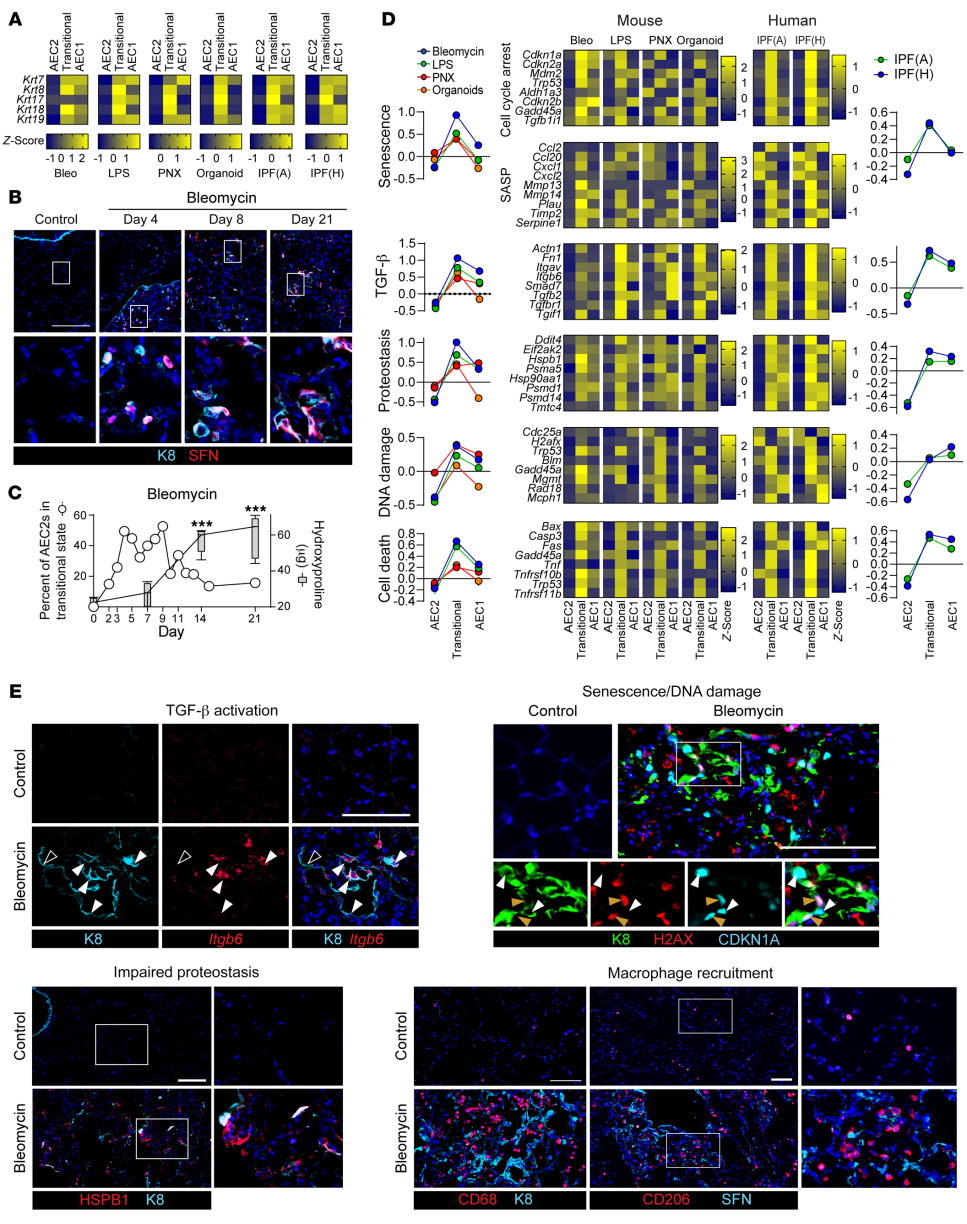
Conserved keratin^hi^ transitional AECs arise prior to fibrosis and activate profibrotic processes. (**A**, **C**, and **D**) scRNA-Seq data sets from the bleomycin (54), LPS (50), pneumonectomy (56), and organoid (53) mouse models and human IPF (57, 58) were analyzed. (**B**, **C**, and **E**) Mice were treated with bleomycin. (**A**) Several keratins were upregulated in the transitional state in multiple mouse models and in human IPF. (**B** and **C**) Transitional cells arose prior to fibrosis. (**D**) Scores indicating activation of each profibrotic pathway were calculated on the basis of canonical gene expression. The expression of genes representative of each pathway are shown by heatmaps (**D**) and immunostaining or FISH (**E**). Solid white arrowheads indicate transitional cells showing activation of a given pathway. Open arrowheads indicate rare K8^hi^ cells without *Itgb6* staining. Orange arrowheads indicate CDKN1A^+^H2AX^+^ cells. Multiple profibrotic pathways, senescence, TGF-β, impaired proteostasis, DNA damage, and cell death were uniquely and concurrently activated in the transitional cell state in multiple mouse models and human IPF. Scale bars: 100 μm. Original magnification, ×20 (enlarged insets in **B** and **E**). (**B** and **E**) *n* = 3 mice/group; (**C**) *n* = 5 mice/group (hydroxyproline). Hydroxyproline data are represented as box-and-whisker plots, with the box (25th to 75th percentiles), median (line), and whiskers (minimum to maximum). (**C**) ***P < 0.001 compared with day 0 by 1-way ANOVA with post hoc Bonferroni’s test.

**Figure 2:**
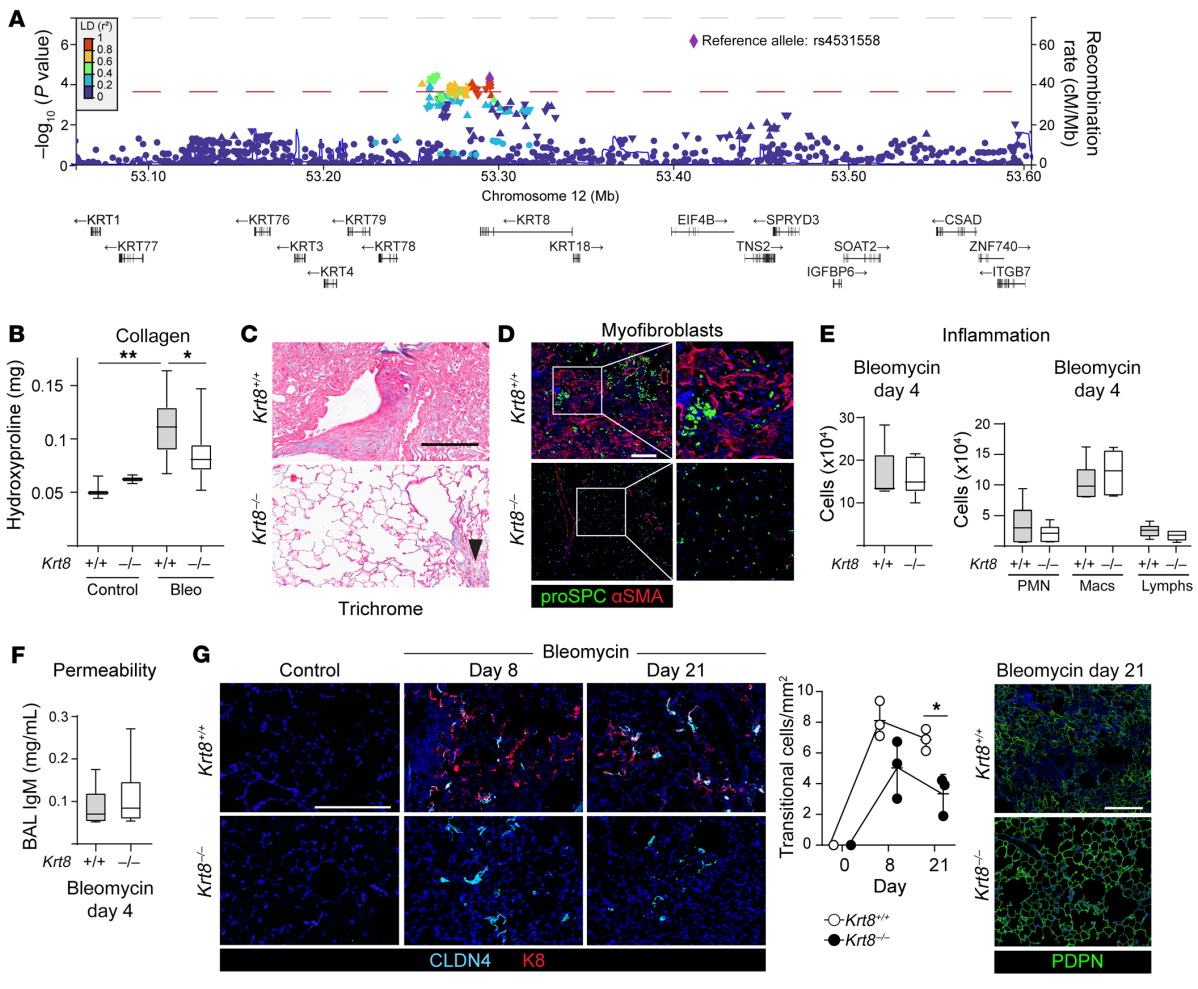
K8 promotes fibrosis and accumulation of transitional AECs. (**A**) Using a genome-wide association meta-analysis of IPF (75), a nested candidate gene study for the keratins expressed in the transitional state was performed. Regional association plot showing all SNPs that overlap with *KRT8*. Gray dotted line indicates genome-wide significance; red dotted line indicates statistical significance of the nested candidate gene study for the keratin genes; blue curve indicates the estimated recombination rate. Seven *KRT8* SNPs were associated with IPF (*P* < 1.4 × 10^–4^). The most significant variant, rs4531558 (*P* = 5.2 × 10^–5^), shown as a purple diamond, is in linkage disequilibrium (LD) (*R^2^* > 0.8) with all other statistically significant variants. (**B**–**G**) *Krt8^+/+^* and *Krt8^–/–^* mice were treated with bleomycin. *Krt8^–/–^* mice were protected from fibrosis, as determined by hydroxyproline assay (**B**), trichrome staining (**C**), and myofibroblast accumulation (**D**). Arrowhead in **C** indicates a small area of fibrosis. *Krt8^–/–^* mice were not protected from lung injury at day 4, as determined by inflammation (**E**) and permeability (**F**). (**G**) Compared with *Krt8^–/–^* mice, transitional cells accumulated with incomplete AEC1 regeneration in *Krt8^+/+^* mice. (**B**, **E**, and **F**) Data are represented as box-and-whisker plots, with box (25th to 75th percentiles), median (line), and whiskers (minimum to maximum). *P < 0.05 and **P < 0.01, by 1-way ANOVA with post hoc Bonferroni’s test. (**G**) Data indicate the mean ± SD. *P < 0.05, by 2-way ANOVA with post hoc Šidák’s multiple-comparison test. Scale bars: 200 μm. Original magnification, ×20 (enlarged insets in **D**). *n* = 3 mice/group except bleomycin-treated mice in **B**, *n* = 14 mice/group and **E**, *n* = 6 mice/group.

**Figure 3:**
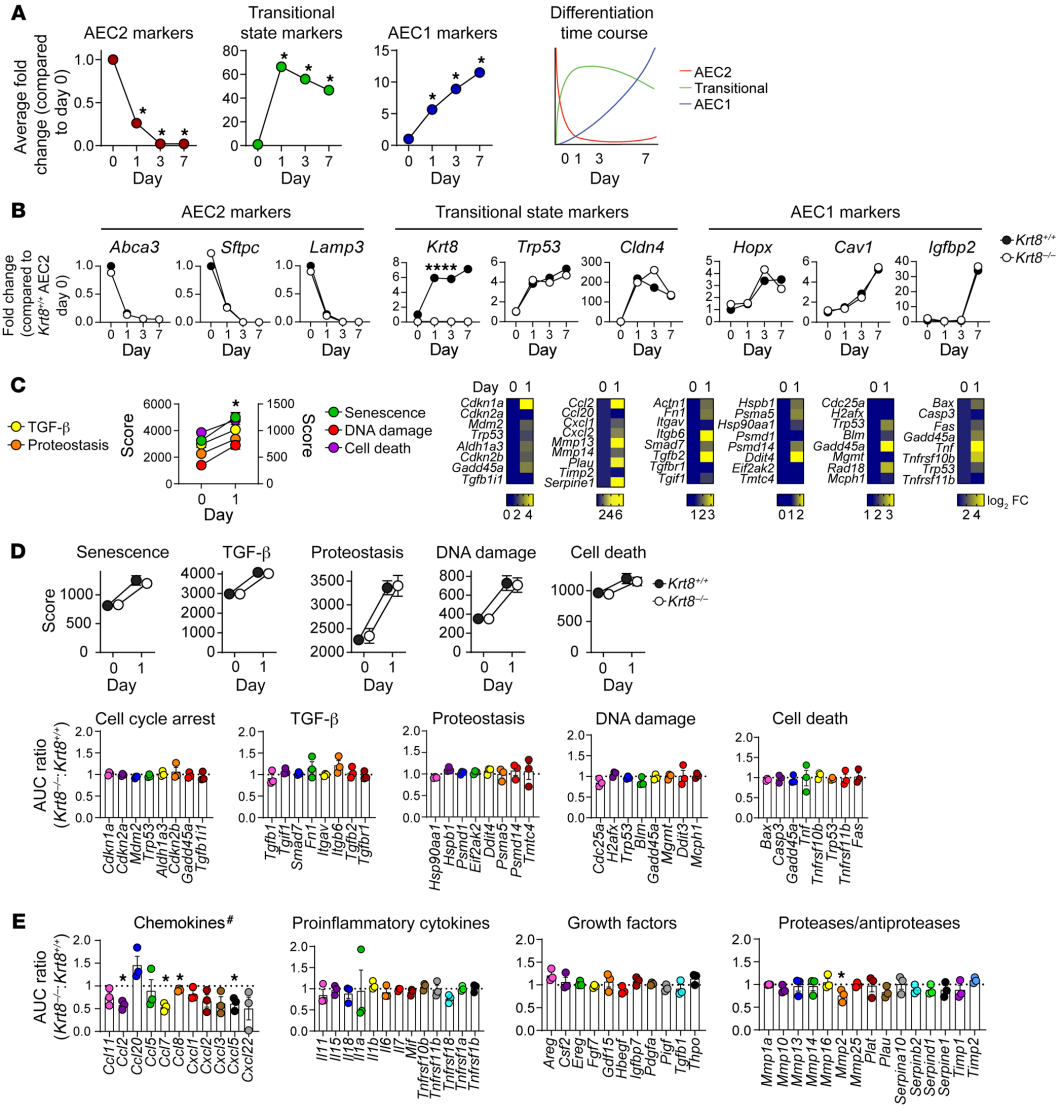
K8 promotes the expression of chemokines but not the accumulation of transitional cells at the expense of AEC1 differentiation. AEC2s were isolated from *Krt8^+/+^* and *Krt8^–/–^* mice and cultured in 2D. RNA-Seq was performed. (**A**) Average fold change (FC) of composite AEC2, transitional state, or AEC1 marker scores (see also Supplemental Table 2) compared with day 0 for WT AECs. *P < 0.05 compared with day 0. AEC culture recapitulates in vivo stages of alveolar regeneration, as shown by downregulation of AEC2 markers and upregulation of transitional state markers on day 1 of culturing and a gradual upregulation of AEC1 markers by day 7. Far-right panel is a schematic representation of the data. (**B**) *Krt8* deficiency had no effect on transitional cell or AEC1 differentiation. ****P < 0.0001, by unpaired *t* test on the AUC from days 1–7 for *Krt8^+/+^* versus *Krt8^–/–^* cells. (**C**) Markers of senescence, TGF-β activation, impaired proteostasis, DNA damage, and cell death were upregulated in the transitional state in vitro. *P ≤ 0.05 by *t* test for day 1 compared with day 0 for all pathway scores. *P* values for genes in heatmaps are listed in Supplemental Table 3. (**D**) K8 was not necessary for upregulation of markers of cell-cycle arrest, TGF-β activation, impaired proteostasis, DNA damage, and cell death. For individual genes, the ratio of AUC of expression from days 1–7 in *Krt8^–/–^* versus *Krt8^+/+^* cells is shown. (**E**) K8 was necessary for the expression of SASP chemokines but not proinflammatory cytokines, growth factors, or proteases/antiproteases. ^#^*P* < 0.05, by *t* test of the average of the ratio of AUCs of all chemokines; *P < 0.05, by *t* test for individual genes. *n* = 3. All data are presented as the mean (**A** and **B**) or the mean ± SEM (**C**–**E**).

**Figure 4:**
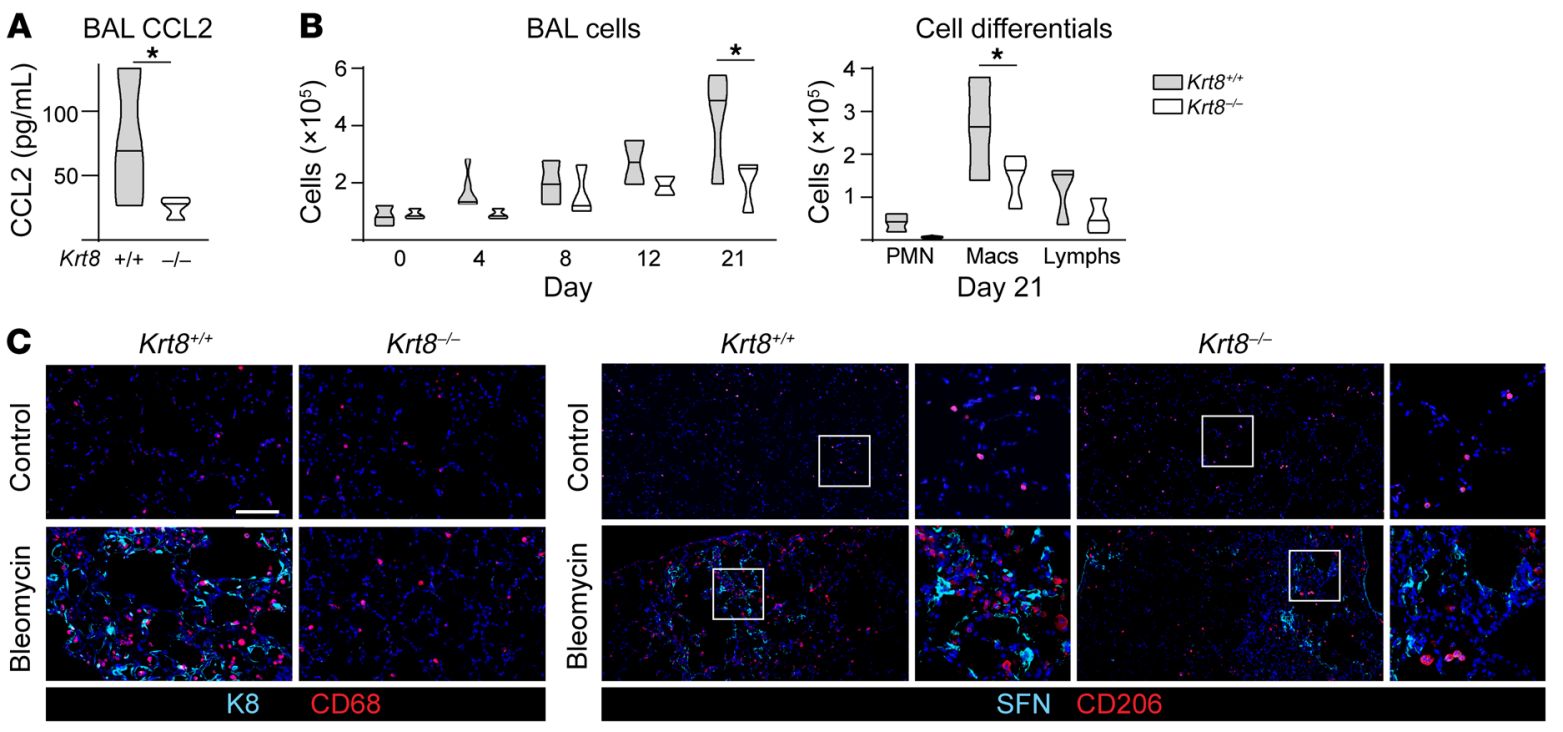
K8 is necessary for macrophage chemokine expression and macrophage recruitment during fibrosis. *Krt8^+/+^* and *Krt8^–/–^* mice were treated with bleomycin. (**A**) CCL2 ELISA on day 21 bronchoalveolar lavage (BAL). *n* = 3 mice/group. (**B**) BAL cells and differentials. *n* = 3 mice/group except for day 4 (*n* = 6 mice/group) and day 12 (*n* = 2 mice/group). Macs, macrophages; Lymphs, lymphocytes; PMN, polymorphonuclear neutrophils. (**A** and **B**) Violin plots show minimum to maximum values with the line at the median. *P < 0.05, by ratio paired *t* test. *n* = 4–5 mice/group. (**C**) Immunostaining on day-12 tissue. The top left image of the left panel and the top left image of the right panel in **C** are also shown in Figure 1E (macrophage recruitment control, left and middle images). *n* = 3 mice/group. Scale bar: 100 μm. Original magnification, ×20 (enlarged insets in **C**).

**Figure 5:**
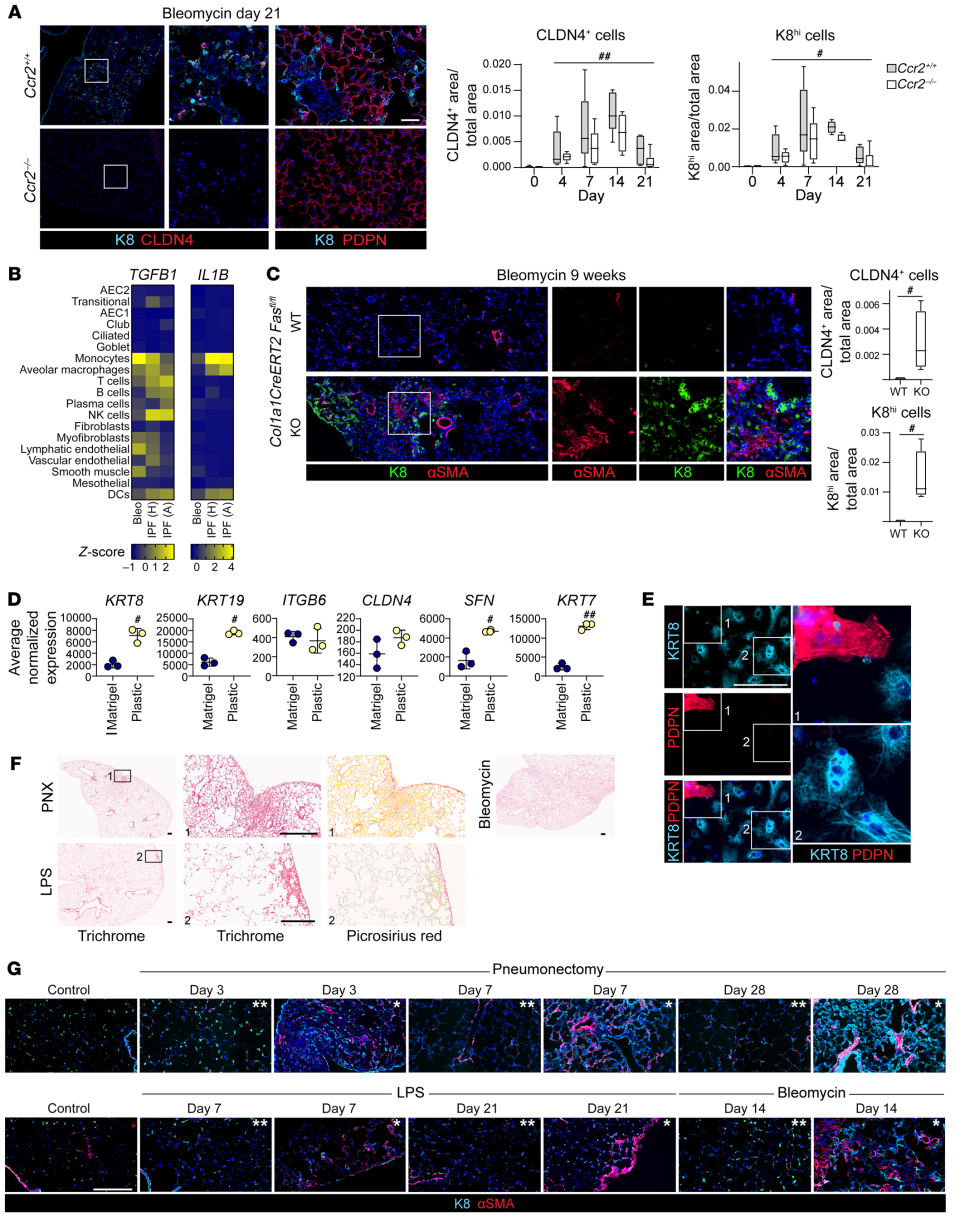
Macrophages and fibroblasts promote the accumulation of transitional AECs. (**A**) *Ccr2^+/+^* or *Ccr2^–/–^* mice were treated with bleomycin. Macrophage recruitment was necessary for transitional state accumulation. ^#^*P* < 0.05 and ^##^*P* < 0.01, by 2-way ANOVA for *Ccr2^+/+^* versus *Ccr2^–/–^* from days 4–21. *n* = 5 mice/group. (**B**) Macrophages and monocytes were a major source of TGF-β and IL-1β in murine and human fibrosis, as determined by scRNA-Seq (54, 58). Bleo, bleomycin. (**C**) *Col1a1CreERT2* *Fas^fl/fl^* mice were treated with bleomycin or administered tamoxifen (KO) or corn oil (WT), and euthanized at 9 weeks. Fibroblast-specific *Fas* knockout induced myofibroblast persistence, which was sufficient for persistence of the AEC transitional state. ^#^*P* < 0.05, by *t* test. *n* = 3 mice/group. (**D**) Gene expression by AECs cultured on Matrigel or collagen-coated plastic for 3 days. Collagen/stiff substrate promoted transitional state accumulation. Data represent the mean ± SD. ^#^*P* < 0.05 and ^##^*P* < 0.01, by paired *t* test. (**E**) Murine AEC2s were cultured in 2D and fixed and immunostained on day 7. Most cells persisted in the transitional state, with some AEC1 differentiation (*n* = 3). (**F** and **G**) Transitional cells were found in small foci of fibrosis in peripheral lung in the PNX and LPS mouse models (*), whereas most of the lung was devoid of fibrosis and transitional cells (**). In the bleomycin model, large areas of lung were characterized by fibrosis and transitional cells (*), whereas some areas were devoid of fibrosis and transitional cells (**). Scale bars: 50 μm. Original magnification, ×20 (enlarged insets in **A**, **C**, **E**, and **F**). For immunostaining, *n* = 3/group. PDPN, podoplanin; αSMA, α smooth muscle actin.

**Figure 6:**
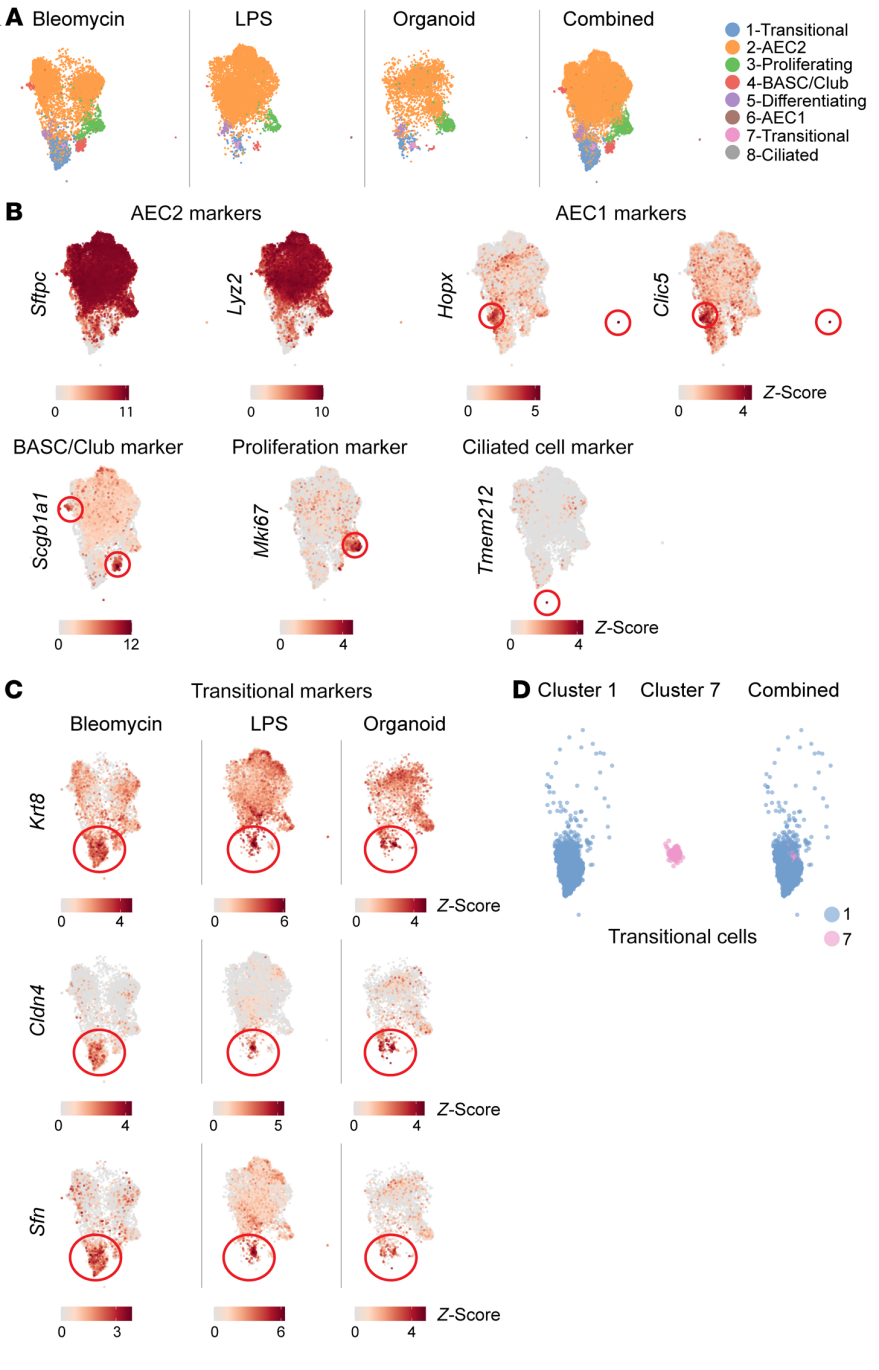
Meta-analysis of scRNA-Seq data sets from the bleomycin, LPS, and organoid models of alveolar regeneration. scRNA-Seq data sets from the bleomycin (54), LPS (50), and organoid (53) models were integrated and subjected to (**A**) unsupervised clustering. (**B** and **C**) Clusters were annotated on the basis of expression of canonical markers of AEC2s, AEC1s, BASCs, proliferating AEC2s, and transitional cells. Transitional cells from all 3 models coclustered. (**A** and **D**) Unsupervised clustering revealed 2 clusters of transitional cells.

**Figure 7:**
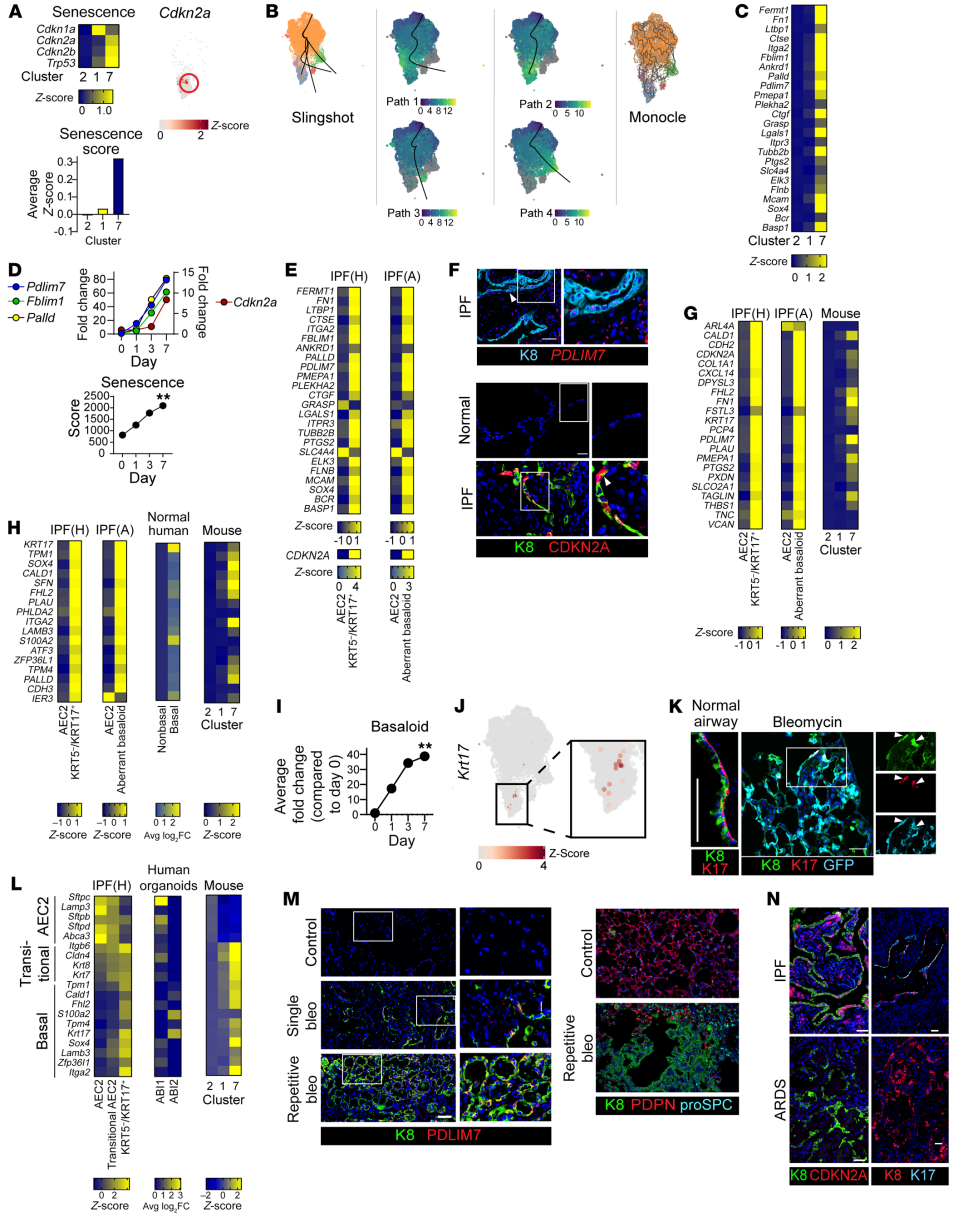
Murine transitional cells include a highly senescent, basaloid subset. Bleomycin, LPS, and organoid scRNA-Seq data sets were integrated. (**A**) Expression of senescence markers. p16 (*Cdkn2a*) was exclusively expressed in cluster 7. (**B**) Pseudotime analysis suggested cells in cluster 7 may not have an AEC1 fate. (**C**) Top DEGs in cluster 7. (**D**) Cultured primary murine AEC2s upregulated cluster 7 markers and p16 (*Cdkn2a*) and were highly senescent. Human IPF transitional cells expressed high levels of cluster 7 markers, as shown by scRNA-Seq (**E**) and immunostaining or FISH (**F**). (**G**) The top DEGs in the human IPF transitional (*KRT5^–^KRT17^+^)* state (58) were differentially expressed in murine cluster 7. (**H**) scRNA-Seq data sets from IPF (57, 58), normal human lung (86), or human organoids (60) were interrogated. Mature basal cell genes found among the top 100 DEGs of the human IPF transitional state were upregulated in cluster 7 of the murine AECs (**H** and **J**) and in cultured murine AECs (**I**). (**K**) K17 was occasionally expressed in lineage-labeled cells in bleomycin-treated *SftpcCreERT2* *mTmG* mice. (**L**) Compared with AEC2s, human “transitional AEC2s” from IPF (58), ABI1s from human organoids (60), and murine transitional cells in cluster 1 downregulated AEC2 markers and upregulated classic transitional state markers. *KRT5*^–^*KRT17^+^* AECs from IPF (58), ABI2s from human organoids (60), and murine transitional cells in cluster 7 upregulated basaloid genes. (**J** and **M**) Transitional cells expressing cluster 7 markers were rare in the single bleomycin model but common in the repetitive bleomycin model. (**N**) Transitional cells in human IPF but not ARDS expressed basaloid markers and p16/CDKN2A. (**D** and **I**) Data represent the mean (*n* = 3). **P < 0.01 compared with day 0, by 1-way ANOVA with post hoc Bonferroni’s test. (**D**) *P* < 0.05 for all genes at day 7 compared with day 0. Scale bars: 50 μm. Original magnification, ×20 (enlarged insets in **F**, **K**, **M**, and **N**). Arrowheads indicate transitional cells expressing a marker of interest. For immunostaining, *n* = 3 mice/group.

**Figure 8:**
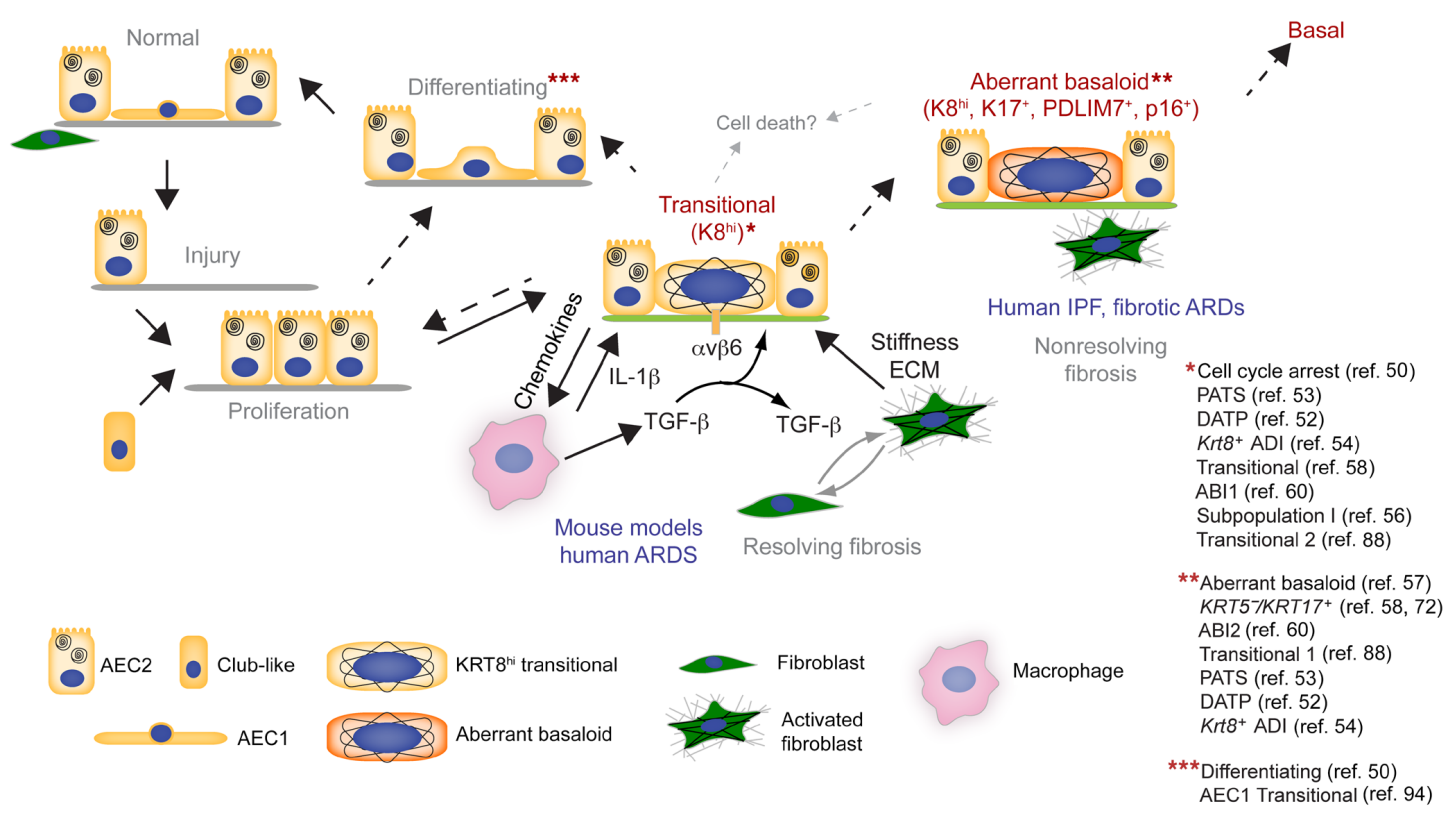
Regulation of epithelial transitional states in murine and human pulmonary fibrosis. Our current working construct is that after injury, alveolar progenitors assume the K8^hi^ transitional state characterized by the activation of multiple profibrotic processes: senescence, impaired proteostasis, DNA damage, cell death, integrin β6-dependent TGF-β activation, and macrophage chemokine expression. K8 promotes fibrosis by regulating expression of macrophage chemokines, which recruit profibrotic macrophages that further drive fibrosis. Fibroblasts are activated to contract and deposit matrix, stiffening the lung. Stiffness, as well as TGF-β, largely synthesized by macrophages and activated by transitional AEC integrin β6, and IL-1β, synthesized by macrophages, promote accumulation of the AEC transitional state at the expense of AEC1 differentiation. Taken together, our data suggest that crosstalk between K8^hi^ transitional AECs, profibrotic macrophages, and activated fibroblasts maintain each other in an activated state in the lung, establishing a positive feedback loop that drives fibrosis. In the absence of fibrosis, AEC2s may bypass the transitional state and differentiate into AEC1s (dotted line). In mouse models and in humans who recover from acute lung injury, this positive feedback loop is eventually broken, and transitional cells differentiate into AEC1s or perhaps die with resolution of macrophages and activated fibroblasts; in human IPF, the transitional cells further evolve into a permanently senescent, aberrant basaloid state instead of into AEC1s, driving a self-amplifying feedback loop that underlies the progressive and ultimately fatal clinical disease. Adapted from ref. 71 with permission.

How the deposited data were processed for this re-analysis (not part of the article)

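RNA from AEC2s of Krt8+/+ and Krt8–/– mice was measured on day 0 and on days 1, 3, and 7 of 2D culture, from 3 isolations per genotype and day. All 24 libraries were used. The authors deposited 1 table of raw read counts per gene, with 55426 entries, of which 55421 carry an Ensembl mouse gene identifier and 5 stand for reporter genes with 0 counts. The aligner, genome build, and counting program are not given in the sources used here. Symbols of GENCODE M21 were matched to 55154 identifiers, and 267 were not matched. There were 106 symbols held by more than 1 identifier. In no library did identifiers without a symbol hold more than 0.0644% of the counts. The single-cell data and the tissue measurements of the paper were not analysed here.

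Total counts per library ranged from 10184439 to 19483386. For a fold over a group with no count, a floor of 3 counts over the group was used, and it covers counting error only. The 10 most abundant genes held 24.0% to 31.3% of the counts of a library on day 0. Library pairs within a group were checked for duplication, and none was identical (chi-square per gene 11.3 to 141 over 24 pairs).

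Analyses were run in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, and DESeq2 1.42.0. Genes were filtered with filterByExpr (min.count 10, min.total.count 15), which left 18046. Counts were scaled with TMM, and 1 quasi-likelihood model with 8 groups and 16 residual degrees of freedom was fitted. P values were adjusted by Benjamini-Hochberg with a threshold of 0.05. The comparisons were each day against day 0 in Krt8+/+ AECs, Krt8–/– against Krt8+/+ AECs on each day and over days 1 to 7, and the genotype difference by day (3 degrees of freedom). Gene lists were tested with fry on voom weights, and p values were adjusted over the lists tested together. The value of a marker list is the arithmetic mean of the fold changes of its genes, and between genotypes the mean log2 difference. Process scores are arithmetic means of normalized counts, scaled to a mean library total of 1.3788e+07. They were compared by exact permutation of the libraries, and ratios of areas by exact sign flips. Log2 CPM for correlations used a prior count of 2.

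Libraries of both genotypes and all days share isolation dates, so the numbers 1 to 3 pair them. The correlation across genes of the deviations of paired libraries from their group means was 0.115 to 0.365 for day 1 against day 0, 0.0600 to 0.332 for day 3, and 0.0406 to 0.152 for day 7. Between genotypes it was 0.0573 to 0.439 on day 0, 0.405 to 0.508 on day 1, 0.0989 to 0.405 on day 3, and 0.287 to 0.548 on day 7. The pairing entered as an alternative with isolation as a block.

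The comparisons, tests, threshold, and most alternatives were set before the data were examined. These alternatives were DESeq2's size factors, the DESeq2 test, no filter on low counts, isolation as a block, each isolation left out, a fit of the 6 libraries compared, camera, geometric means, lists without their largest gene or without Krt8, areas from day 0, equal weights of days, and Spearman correlation. Chosen after the values were seen were the comparison of day 7 with day 1, a pseudocount of 1 for areas, the 17 genes of Figure 7H as a list, DESeq2 with a prior on fold changes and a block, leaving out isolations in the correlations, leaving Ccl11 and Ccl5 out of the chemokines, scores with the scaling factors of all libraries kept, and the DESeq2 test of list members. Where an isolation was left out, the filter and the scaling factors were recomputed from the remaining libraries unless stated. Genes outside the lists were named by a fixed rule. It takes the 5 genes past 0.05 with the largest change that had the same direction in each isolation and at least 1 CPM in a group, and for day 7 against day 0 the 5 largest in each direction. The paper's supplemental values had been seen before the rule was applied.

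Lists of macrophage, fibroblast, endothelial, lymphocyte, neutrophil, ciliated or club, epithelial, interferon response, proliferation, male, and female genes were written before they were tested. The procedure was tested on simulated counts in which genes were changed 4-fold or 2-fold. Libraries were drawn independently, with no correlation between those of 1 isolation. For day 1 against day 0, 181 of the 16363 genes tested were changed, while 9874 genes were called in the data. The simulation thus does not show how the fits behave under paired libraries or so large a shift. For Krt8–/– against Krt8+/+ AECs on day 0, edgeR recovered 91 of the 195 changed genes that passed the filter (46.7%), with 61.9% of the 4-fold and 31.6% of the 2-fold changes and 6 calls of unchanged genes. Over days 1 to 7 it recovered 134 of 195 (68.7%) with 11 such calls, and for day 1 against day 0 it recovered 98 of 181 (54.1%) with 1. DESeq2 recovered 110, 140, and 115 genes, with 23, 24, and 16 calls of unchanged genes. Cdkn2a, Ccl8, and S100a2 had too few counts to be tested and are given as counts or ratios.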

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

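Tests chosen only after the result was seen were those of reads shared by Krt8-ps, of Krt8+/+ cells among Krt8–/– cells, of genes near Krt8 at an unadjusted p, and of abundant genes on day 0.

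Krt8 was singled out because its genotype difference changed with day (edgeR interaction, adjusted p = 4.5e-04, 3 of 3 isolations with a larger difference on day 7 than on day 0). Krt8+/+ AECs raised Krt8 7.87-fold from day 0 to day 7 (5.69 to 9.38 over isolations), while the Krt8–/– value was 1.04-fold (0.834 to 1.26). A constant share of Krt8+/+ cells in the Krt8–/– cultures would have risen alike, so that this explanation is argued against. With any isolation left out the interaction was not past 0.05.

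Igfbp2, Rtkn2, Spock2, and Cdh3 were singled out because they were lower than day 0 on day 1 and higher on day 7 in Krt8+/+ AECs, each past 0.05. Their change on day 7 less that on day 1 was 6.57, 5.45, 4.67, and 4.36 on the log2 scale. Genes that take many of the counts on day 0 make other genes look higher on day 1, not lower. TMM factors, which correct for this, deepened each fall by 0.47, less than the fall itself, so this correction is argued against as the whole cause. Cells of other types collected on day 0 remain open. The endothelial list fell by 0.90 from day 0 to day 1 (fry adjusted p = 9.3e-04), the ciliated or club list by 1.88 (fry adjusted p = 5.3e-05), and the neutrophil list, of 3 genes, by 1.73 (fry adjusted p = 0.0467). Summed over its genes, the endothelial list went from 239 ± 13.6 to 74.8 ± 38.7 CPM (SD, n = 3), while the ciliated or club list went from 7646 ± 3285 to 9399 ± 5594 CPM, against the fall of its mean. The fibroblast list had a mean of −0.77 on day 1 (10 of 15 genes lower, fry adjusted p = 0.248). Its sum was 885 CPM on day 0, 280 on day 1, 2326 on day 3, and 4430 on day 7. On day 3 this sum was above that of day 0, as were Rtkn2 (log2 2.74) and Cdh3 (2.19). Igfbp2 (−1.31) and Spock2 (−0.61) were then below day 0, so the list shared their course on days 1 and 7 only. The lymphocyte list was not past 0.05 (mean 0.10, downward in the test, fry adjusted p = 0.539). A loss of AEC1s carried over at isolation, followed by AEC1 differentiation, may also make genes lower on day 1 and higher on day 7.

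Smarcd1 (−2.94), Pou6f1 (−1.39), Krt8-ps (−6.63), and Gm47021 (1.42) over days 1 to 7, and Chtf18 (2.95) and Mettl7a2 (4.70) on day 0, were singled out because the paper does not discuss these genes and they differed between genotypes. Of the 6 genes, 3 lie within 20 Mb of Krt8, where 270 of 18035 genes lie (1.5%, Fisher's exact p = 6.4e-05). At an unadjusted p under 0.05 over days 1 to 7, 33 of 519 genes lie there (6.36%, Fisher's exact p = 2.4e-12). Variants linked to the Krt8 locus fit both values and may account for Smarcd1, Pou6f1, and Mettl7a2, while an effect of K8 on these genes was not told apart from them. The transcript of Krt8-ps is 98.6% identical to that of Krt8 over 99.6% of its length, so reads shared with Krt8 fit its difference. The best match of Gm47021 is Dazap2, at 96.8% identity and within 20 Mb of Krt8, so shared reads with a variant in that gene also fit. For Mettl7a2, the summed counts of Mettl7a1, Mettl7a2, and Mettl7a3 on day 0 had a ratio of 1.22 between genotypes (954 ± 164 and 1163 ± 124 CPM, SD). Neither Mettl7a1 (950 ± 163 and 1081 ± 113 CPM) nor Mettl7a3 (0.428 ± 0.113 and 5.50 ± 2.27) was lower in Krt8–/– AECs. The rise of Mettl7a2, from 2.98 to 76.1 CPM, was smaller than either SD of Mettl7a1. Whether reads moved between these genes thus remains open. Chtf18 lies on chromosome 17, and no explanation was tested for it alone. In edgeR, Chtf18, Mettl7a2, and Gm47021 were not past 0.05 with any isolation left out, and Chtf18 was not in a fit of the 6 libraries compared.

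Y-linked counts were singled out because the paper does not report on them. In isolation 1, the Krt8–/– libraries held at least 172 CPM of Y-linked counts, while the Krt8+/+ libraries held at most 0.437. The donors of that isolation may have differed in sex. These Krt8–/– libraries also held Xist at 5.88 to 12.0 CPM, against at most 2.21 in isolation 3, so cells of both sexes may have been among them. Exchanged genotypes are argued against, since Krt8 in isolation 1 was at least 482 CPM in Krt8+/+ and at most 47.2 in Krt8–/– libraries. Whether the isolation numbers are right was not tested. Sex as the cause of the called genes is argued against, because in isolations 2 and 3 the smallest absolute log2 ratio of a called gene was 1.24.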

How the results depend on the processing

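Tests of day 7 against day 1, and of list members with DESeq2, were chosen only after the result was seen. Replicates 1 to 3 are isolations 1 to 3.

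Under camera, AEC2 averages of 0.225, 0.0119, and 0.0123 on days 1, 3, and 7 were no longer past 0.05, nor were AEC1 averages of 5.22 and 8.67 on days 1 and 3, the Basaloid average of 10.1 and the cluster 7 average of 21.4 on day 1. The same held for day 7 against day 1 in the AEC2 (0.0546), transitional (0.642), AEC1 (2.63), and Basaloid (2.79) lists. Between genotypes it held for the transitional list (−0.64). For processes on day 1 it held for senescence (1.66), TGF-β (1.74), DNA damage (2.63), and proteostasis (1.81), and for senescence on day 7 (3.88). Camera tests whether a list changed more than the other genes, while fry tests whether the genes of the list changed. A list no longer past 0.05 under camera may thus still have changed, and the cause was not tested further.

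With DESeq2's test, genes past 0.05 between genotypes numbered 9 on day 0, 5 on day 1, 8 on day 3, 17 over days 1 to 7, and 3 for the difference by day. Without the filter on low counts they numbered 10 on day 0, 6 on day 1, 11 over days 1 to 7, and 2 for the difference by day. With equal weights of days there were 8 over days 1 to 7. With the replicate block there were 9, and the block changed no other of the 104 results in which it was tried. The genes past 0.05 in the fit reported were among them each time. The cause was not tested.

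With a replicate left out, genes past 0.05 between genotypes ranged from 2 to 5 on day 0, 2 to 5 on day 1, 3 to 5 on day 3, and 2 to 5 on day 7, and were 0 for the difference by day. The transitional list on day 7 against day 1 ranged from 0.494 to 0.809, and in Krt8–/– AECs from 0.16 to 0.47. The AEC1 list between genotypes ranged from −0.0171 without replicate 2 to 0.0850 without replicate 3 (−0.00935 without replicate 1), the cluster 7 list from −0.0354 without replicate 1 to 0.00883 without replicate 3, and the AEC1 difference in late change from −0.15 to 0.10. On day 1, senescence ranged from 1.56 to 1.88 and DNA damage from 2.42 to 3.20, where the upper ends, without replicate 2, were 1.78 and 3.02 with the scaling factors of all libraries kept. Between genotypes on day 0, senescence ranged from 0.997 (1.01 with the factors kept) to 1.05, TGF-β from 0.975 to 1.02 (0.999 without replicate 1), DNA damage from 0.957 to 1.02 (1.01 without replicate 3), cell death from 0.950 to 1.00, and proteostasis from 0.984 to 1.11. On day 1, proteostasis ranged from 0.988 to 1.02. The cell death area ratio (log2) ranged from −0.0239 without replicate 1 to 0.0650 without replicate 2, and was −0.0237 without replicate 3. In fry, the transitional list on day 7 against day 1 was not past 0.05 without replicate 1 or 2, senescence on day 1 was not without replicate 1, and DNA damage was not without replicate 1 or 3.

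Geometric means reversed day 7 against day 1 of the transitional list (1.40) and, between genotypes, DNA damage on days 0 (1.05) and 1 (1.05) and cell death on day 0 (1.00). Without its largest gene, the transitional list gave 1.49 on day 7 against day 1. Without its most abundant gene, cell death on day 1 was 0.813. Without Krt8, the transitional list between genotypes was 0.13 and cluster 7 was 0.0595, and by construction this is the effect of 1 gene. DESeq2's size factors reversed TGF-β on day 0 (0.992), proteostasis on day 1 (0.993), and the cell death area ratio (−0.00255), while areas from day 0 gave −0.00498. With only genes that passed the filter, cell-cycle arrest was 0.00723. Spearman correlation moved the similarity of genotypes to 0.985. Of the results in this paragraph whose direction was reversed, only the transitional list between days was past 0.05 under the alternative, and the cause was not tested.

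The other alternatives left results as they were, in 52 of 71 for counts of genes, 116 of 123 for lists by day, 45 of 54 for day 7 against day 1, 26 of 32 for lists between genotypes, 12 of 13 for the difference in late change, 32 of 40 for processes on day 1, 59 of 72 for processes between genotypes, 7 of 8 for senescence on day 7, 79 of 84 for area classes, and 318 of 338 for single genes, where 20 were weaker. The number of genes past 0.05 by area stayed at 0 of 78 in 7 alternatives. DESeq2's factors shifted the median of all genes by at most 0.06 (log2). Depth limits the genes tested to 18046. Mmp13 on day 1 has no value under the alternatives, the fit of 6 libraries does not apply to areas or the difference by day, and leaving out Krt8 does not apply to lists that lack it.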

Differences from the paper's values

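Tests of paper values chosen only after the result was seen used DESeq2 with a prior on fold changes and a replicate block, a pseudocount of 1, and the 17 genes of Figure 7H. Of the 128 log2 fold changes compared, Mmp13 as a bound among them, 14 differ here, as do 2 of 60 fold changes, 3 of 78 area ratios, 0 of 22 scores, and 6 of 12 list averages. The paper's errors of log2 values are DESeq2's standard errors. A log2 value was counted as differing when it lay farther from the paper's than the larger of the 2 standard errors, or had the opposite sign. Another value was so counted when it was over 1.5 times the paper's, or the paper's over 1.5 times it, and the gap was larger than the SD here and any error the paper gives. The factor of 1.5 alone was used for lower bounds, for the mean over the chemokines, where no SD could be had, and for area ratios with at most 3 counts in a genotype of an isolation.

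For Cldn4, the paper's log2 values over day 0 were 8.98, 8.62, and 8.17 on days 1, 3, and 7, and those here were 10.17, 9.83, and 9.37, which no alternative set before the data were examined brought within the paper's. For Sftpc, the paper's values were −5.18 on day 3 and −5.42 on day 7, against −9.39 and −11.90 here, again with no such alternative. For Sftpa1, the paper's were −9.55 and −12.76, against −11.01 and −15.56, with none. For Lyz2, the paper's were −3.60 on day 3 and −3.47 on day 7, against −5.20 and −4.95. Lyz2 no longer differed without replicate 2 on day 3 (−4.78), nor on day 7 without replicate 2 (−4.64) or 3 (−4.28), and it differed under all others. On day 7, the paper's value for Sftpb was −11.95 against −13.07 (no difference without replicate 3, −13.11, by a wider standard error, 1.24 against 0.867, and not by a smaller gap), for Lyz1 −11.46 against −12.58 (none without replicate 2, −12.08, or 3, −12.36), for H2-Aa −8.72 against −9.55 (none without replicate 2, −9.29, or 3, −9.39), and for Sfta2 −9.89 against −11.08 (none without replicate 3, −10.74). These 4 genes differed under every other alternative set before the data were examined.

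DESeq2 with a prior on fold changes and a replicate block, chosen after seeing the values, came within the paper's values for Cldn4 (9.15, 8.82, and 8.37), Sftpc (−5.15 and −5.38), Lyz2 (−3.61 and −3.48), Sftpb (−12.11), Lyz1 (−11.80), H2-Aa (−8.77), and Sfta2 (−10.05), and dropped 2 of 120 values the paper calls. It did not for Sftpa1 (−10.30 and −14.14). The fit reported here dropped 1 of the 120.

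For Mmp13 on day 1, the paper's fold was 59.6, and here it was at least 130, with no value under the alternatives. For Lamp3 on day 7, the paper's fold was 0.000639 in Krt8+/+ and 0.000666 in Krt8–/– AECs, against 0.000376 and 0.000410 here. Lamp3 did not differ without replicate 2 in Krt8+/+ (0.000451) or without replicate 1 in Krt8–/– AECs (0.000480), and did otherwise. The paper's area ratio of Ccl11 was 0.757 against 0.153 here, and that of Ccl8 was 0.910 against 0.168, and no alternative set before the data were examined removed these. For Cdkn2a the paper's ratio was 0.988 against 0.649, with no difference for areas from day 0 (0.676) or without replicate 3 (0.687), and one under the rest. A pseudocount of 1, chosen after seeing the values, gave 0.730 for Cdkn2a, which no longer differs, and 0.265 for Ccl11 and 0.517 for Ccl8, which do. How many of the paper's called area ratios it drops was not counted.

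List averages were read by eye. The paper's AEC2 average on day 3 was about 0.02 in Fig. 3A against 0.0119 here, with no difference without replicate 2 (0.0145) and one under the other alternatives set before the data were examined. Its transitional averages were about 66, about 56, and about 47 in Fig. 3A on days 1, 3, and 7, against 139, 114, and 89.1, and no such alternative closed them. The prior with a block, chosen after seeing the values and dropping 2 of the 120 called values, gave 0.0217 for the AEC2 list and 73.5, 62.6, and 51.5 for the transitional list. The Basaloid averages were about 17 on day 1 and about 34 on day 3 in Fig. 7I, against 10.1 and 13.4. They no longer differed without replicate 1 (15.8 and 25.3) and did under every other such alternative. The prior with a block (8.84 and 11.4) and the 17 genes of Fig. 7H (36.8 and 92.9), both chosen after seeing the values, did not close them.

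The paper states that AEC1 markers rose gradually. Here 7 of 10 were higher on day 1 and all 10 on day 7, and Igfbp2 (−1.90), Rtkn2 (−2.45), and Spock2 (−1.88) were lower on day 1. The paper states that cell death genes were raised in the transitional state. Here the score rose to 1.28 and 19 genes were higher and 25 lower past 0.05. The paper marks Ccl2, Ccl7, Ccl8, Cxcl5, and Mmp2 as lower in Krt8–/– AECs. Here all 5 had a mean area ratio under 1 (0.617, 0.517, 0.168, 0.569, and 0.689) in 3 of 3 isolations. None of the 4 genes tested was past 0.05 in edgeR over all genes, 1 of them, Ccl7, had an unadjusted p under 0.05, and Ccl8 had too few counts to be tested. Adjusted over the chemokines alone, DESeq2, chosen after seeing the values for list members and dropping 0 of the 120 called values, called 2 genes. The paper states that all but 1 of 17 basaloid markers rose in culture. Here 13 were higher and 2 lower past 0.05 on day 7, and 14 were higher on day 3.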

Other observations

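Tests chosen only after the result was seen were the regroupings of libraries, that of donor sex for the chemokines, that of fibroblasts on day 3, and that of library size in isolation 2.

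The 6 libraries of each comparison, or the 6 cultures followed over days, were divided into 3 and 3 in all 10 ways. For days 1, 3, and 7 against day 0, 1 of 10 divisions, the real one, gave as many genes past 0.05. For Krt8–/– against Krt8+/+ AECs, 2 divisions did on day 0, 3 on day 1, 1 on day 3, 1 on day 7, 3 over days 1 to 7, and 2 for the genotype difference by day. The largest count of another division was 29 on day 0, 639 on day 1, 92 over days 1 to 7, and 9 for the difference by day. Among the 4 divisions that part every isolation's 2 libraries, only the real one was as large. For days 1, 3, and 7 against day 0, and between genotypes on days 3 and 7, every other division gave 0 genes. Since 10 divisions allow no share under 0.1, chance cannot be excluded by this count alone.

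The chemokines fell in Krt8–/– AECs by a mean log2 area ratio of −0.87, and cells other than AECs are a candidate explanation. The macrophage list had a mean log2 difference of −0.83 (median −0.53, fry adjusted p = 0.913, 16 of 17 genes lower) over days 1 to 7. The mean was drawn down by C1qb and C1qc, which lay under 1 CPM (log2 −2.71 and −3.44). The log2 area ratios of the list were −0.73, −0.24, and −0.43 in the 3 isolations, a mean of −0.47 ± 0.25 (SD). Its summed CPM in Krt8+/+ and Krt8–/– AECs was 5134 and 5735 on day 0 and 2008 and 2113 on day 1, higher in Krt8–/– AECs in 3 of 3 isolations on both days, while 15 of 17 genes were lower on day 1. It was 511 and 494 on day 3, and 1042 and 700 on day 7. Of its most abundant genes, Cd74 was 616 CPM in Krt8+/+ and 703 in Krt8–/– AECs (log2 0.19), Spp1 differed by −0.36, Lgmn by −0.02, and Ctss by −0.70. All 17 genes passed the filter on low counts, but bulk counts do not tell whether AECs or macrophages expressed them. Fewer macrophages in Krt8–/– cultures thus remain open, as does an effect of K8 on chemokine expression in AECs. The fibroblast list fell by 0.25 over days 1 to 7 (15 of 15 genes lower, fry adjusted p = 0.913). By day it changed by −0.33, −0.49, and 0.15 on days 1, 3, and 7, and its sum went from 280 CPM in Krt8+/+ to 224 in Krt8–/– AECs, from 2326 to 1673, and from 4430 to 5369 (higher in 3 of 3 isolations). The chemokines changed by −0.66, −0.72, and −0.99 on these days, and without Ccl11 and Ccl5 by −0.55, −0.27, and −0.69. Fewer fibroblasts are thus argued against as the whole cause, by day 7, and remain open on days 1 and 3. Library size is argued against, since 3 of 9 pairs had the lower total in Krt8–/– AECs. Donor sex is argued against as the whole cause. In the isolations whose genotypes do not differ in Y-linked counts, the weakest log2 area ratio was −0.83 (−0.63 without Ccl11 and Ccl5). Without Ccl11 alone it was −0.30, against −0.69 in isolation 1, so a part played by donor sex remains open.

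Of the other lists over days 1 to 7, none was past 0.05 in fry. Interferon response genes had the smallest adjusted p (mean log2 0.29, adjusted p = 0.266, 8 of 9 genes higher), and all others had an adjusted p = 0.913. The mean was 0.05 for lymphocytes, 0.17 for endothelial cells, 0.11 for ciliated or club cells, and 0.03 for epithelial cells. For lymphocytes the median was −0.18 and the test pointed downward, and for endothelial cells the test also pointed downward against a median of 0.02. The neutrophil mean was 0.00 with a median of −1.10 and an upward test over 3 genes. The neutrophil sum was 22.1 CPM in Krt8+/+ and 110 in Krt8–/– AECs on day 0 (fry adjusted p = 0.332), and 6.56 and 20.2 on day 1 (fry adjusted p = 0.766), higher in Krt8–/– AECs in 3 of 3 isolations on both days. On day 0, so were the sum of the ciliated or club list, at 7646 and 15602 CPM (mean log2 0.59, 6 of 6 genes higher, fry adjusted p = 0.0950), and that of the proliferation list, at 39.6 and 50.2 CPM (fry adjusted p = 0.981). Proliferation genes had a mean of −0.18 (8 of 8 lower), the male list 0.83 and the female list, Xist alone, −1.04.

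Isolation 2 differed from isolations 1 and 3 on day 1, and may have been further along in culture. Across genes, which are not independent replicates, its difference from another isolation correlated with the change from day 1 to day 3 in the third by 0.193 or more (Pearson, 0.193 and 0.267 in Krt8+/+, 0.274 and 0.292 in Krt8–/– AECs). The same measure for isolation 1 against 3 was 0.0855 and 0.00765. With Spearman correlation the values were 0.0926 and 0.269 in Krt8+/+ AECs, against 0.236 for isolation 1 against 3, and 0.177 and 0.283 in Krt8–/– AECs, against 0.113. As 1 of these 4 values lies under that of isolation 1 against 3, the explanation remains open. Library size is argued against, since the Krt8–/– library of isolation 2 on day 1, with 12838685 counts, was the largest of its group, although the Krt8+/+ library of that isolation and day, with 10184439, was the smallest of all. No other biological explanation was tested for this pattern.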
